# Loss of hepatocyte cell division leads to liver inflammation and fibrosis

**DOI:** 10.1371/journal.pgen.1009084

**Published:** 2020-11-04

**Authors:** Matthew R. Dewhurst, Jin Rong Ow, Gözde Zafer, Noémi K. M. van Hul, Heike Wollmann, Xavier Bisteau, David Brough, Hyungwon Choi, Philipp Kaldis

## Abstract

The liver possesses a remarkable regenerative capacity based partly on the ability of hepatocytes to re-enter the cell cycle and divide to replace damaged cells. This capability is substantially reduced upon chronic damage, but it is not clear if this is a cause or consequence of liver disease. Here, we investigate whether blocking hepatocyte division using two different mouse models affects physiology as well as clinical liver manifestations like fibrosis and inflammation. We find that in P14 *Cdk1*^*Liv-/-*^ mice, where the division of hepatocytes is abolished, polyploidy, DNA damage, and increased p53 signaling are prevalent. *Cdk1*^*Liv-/-*^ mice display classical markers of liver damage two weeks after birth, including elevated ALT, ALP, and bilirubin levels, despite the lack of exogenous liver injury. Inflammation was further studied using cytokine arrays, unveiling elevated levels of CCL2, TIMP1, CXCL10, and IL1-Rn in *Cdk1*^*Liv-/-*^ liver, which resulted in increased numbers of monocytes. Ablation of CDK2-dependent DNA re-replication and polyploidy in *Cdk1*^*Liv-/-*^ mice reversed most of these phenotypes. Overall, our data indicate that blocking hepatocyte division induces biological processes driving the onset of the disease phenotype. It suggests that the decrease in hepatocyte division observed in liver disease may not only be a consequence of fibrosis and inflammation, but also a pathological cue.

## Author summary

“Pathological” polyploidy is a hallmark of liver diseases like NAFLD and NASH. Since loss of *Cdk1* induces polyploidy, we used a mouse model with a hepatocyte-specific deletion of *Cdk1* or *Ccna2* to study the immediate effects on liver physiology. To our surprise, impaired hepatocyte proliferation results in the development of inflammation and fibrosis in young animals despite the lack of any treatment to promote liver damage. Furthermore, we show that this could be caused by polyploidy, as concurrent loss of *Cdk2* reverses polyploidy and the inflammatory phenotype. Thus, we provide evidence that the loss of hepatocyte proliferation in liver disease is not only an outcome but could also be an etiology of liver pathology.

## Introduction

The liver, besides being the metabolic center, is also the main organ responsible for neutralizing toxic substances in the body, which results in functional parenchymal hepatocytes being constantly exposed to toxins that can induce cell death. To alleviate this, the liver exhibits an impressive ability to repair itself, a feat accomplished by the re-entry of fully differentiated hepatocytes into the cell cycle [1]. A study in rats estimated that 0.2% to 0.5% of hepatocytes undergo cell division at any one point of time to maintain homeostatic regeneration in normal adult non-diseased liver [2].

It is well-established that the ability of hepatocytes to undergo cell division upon induction of liver regeneration is impaired in models of severe liver disease [3–5]. This can be a result of replicative senescence caused by the continual cycling of hepatocytes upon chronic liver damage driven by lysophosphatidylcholine-mediated lipotoxicity [6] as is the case for hepatic steatosis, or inflammatory cytotoxicity induced by viral hepatitis [7, 8]. Notably, this is evidenced by shortened telomeres and increased senescence markers in the liver of patients with non-alcoholic fatty liver disease (NAFLD) and cirrhosis [9–11]. Alternatively, oxidative stress can also trigger the DNA damage checkpoint to inhibit proliferation and promote polyploidization in hepatocytes, a phenotype also seen in patients with non-alcoholic steatohepatitis (NASH) [12].

Progression through the different phases of the cell cycle is regulated by the activity of a family of kinases known as cyclin-dependent kinases (CDKs), named as such for the pre-requisite interaction with another family of proteins called cyclins in order to be functional [13]. CDK1, the first CDK to be identified, was initially discovered as part of the maturation-promoting factor that was crucial and sufficient for inducing mitosis [14]. The importance of CDK1 in driving mitosis, and more generally, cell proliferation, is exemplified by the observation that inhibition of CDK1 activity arrests cells in the G2 phase and prevents cell division [15, 16]. Accordingly, constitutive genetic ablation of *Cdk1* results in embryonic lethality [17]. On the other hand, CDK2, a paralog of CDK1, despite being responsible for promoting DNA replication in S phase [18], is not essential for viability because of functional compensation by CDK1 [19, 20] and CDK4. Both CDK1 and CDK2 partner with cyclin A2 (*Ccna2*) and cyclin B to reach full activity during S phase and mitosis.

Hepatocytes can exhibit an altered cell division process whereby mitosis occurs without the completion of cytokinesis, leading to the formation of binuclear polyploid cells [21]. This happens physiologically downstream of the insulin signaling pathway [22] and may serve to protect against loss of tumor suppressors upon genomic aberrations induced by a nutrient-rich environment [23, 24]. Interestingly, polyploidization involving mononuclear polyploid cells that do not complete mitosis, termed “pathological polyploidization”, has been observed in diseased liver of viral hepatitis and NAFLD patients [12, 25], implicating pathological polyploidization as a possible etiological factor in liver disease.

We and others have shown that genetically blocking cell cycle progression in hepatocytes without the exogenous induction of liver damage can, by itself, result in increased nuclear and cell diameter that is dependent on the state of ploidy [15, 26–29]. In particular, ablation of *Cdk1* specifically in the liver using Albumin-Cre (*Cdk1*^*Liv-/-*^) resulted in increased CDK2 activity leading to DNA re-replication and polyploidy [15]. Nevertheless, little else is known about the impact of this change in the hepatocyte phenotype on liver physiology and function.

Here, we aim to understand the implications of blocking hepatocyte cell division on liver physiology. Utilizing *Cdk1*^*Liv-/-*^ and *Ccna2*^*Liv-/-*^ mice as models of impaired hepatocyte proliferation, we observe the development of inflammation and fibrosis despite the lack of any treatment to promote liver damage. Furthermore, we show that this might be due to polyploidy, as concurrent loss of *Cdk2* leads to the absence of polyploidy reverting the phenotype. Thus, we provide evidence that the loss of hepatocyte proliferation in liver disease may not only be the outcome, but could also be an etiology of liver pathology.

## Results

### Liver-specific deletion of *Cdk1* begins embryonically and is complete by P14

“Pathological” polyploidy is often observed in liver diseases like NAFLD and NASH [12]. Since inhibition or loss of *Cdk1* is known to induce polyploidy [15], we used mouse models with a hepatocyte-specific deletion of *Cdk1* (*Cdk1*^*Liv-/-*^) or *Ccna2* (cyclin A2, see Fig 6). Hepatocytes undergo rapid mitotic division during early postnatal growth, however, upon maturation and terminal differentiation, readily quiesce [30]. To confirm *Cdk1* deletion and the loss of CDK1 protein, we chose two developmental windows when hepatic cells are actively undergoing division in which to observe *Cdk1* expression levels in *Cdk1*^*Liv-/-*^ animals–embryonic day 14.5 (E14.5) and postnatal day 14 (P14).

We isolated hepatoblasts from E14.5 embryos and hepatocytes from P14 pups for analysis of mRNA and protein expression from *Cdk1*^*Liv-/-*^ and wild type (WT). In E14.5 *Cdk1*^*Liv-/-*^ hepatoblasts, *Cdk1* mRNA expression was reduced by 40% in comparison to WT, whereas in P14 hepatocytes, *Cdk1* mRNA expression could hardly be detected (Fig 1A). *In situ* hybridization for exon 3 of *Cdk1* mRNA, which is the region on the *Cdk1*^*FLOX*^ allele [15] removed by Cre recombinase activity, resulted in intense staining in WT P14 hepatocytes, while staining in *Cdk1*^*Liv-/-*^ liver was restricted to interstitial cells, leaving hepatocytes unstained (Fig 1B). Western blotting unveiled that the CDK1 protein was expressed in WT E14.5 hepatoblasts and P14 hepatocytes (Fig 1C). We were able to detect a 40% reduction in CDK1 protein levels in *Cdk1*^*Liv-/-*^ hepatoblasts compared to WT (Fig 1D). At P14, CDK1 protein could not be detected in *Cdk1*^*Liv-/-*^ hepatocytes, suggesting that *Cdk1* was completely deleted by this stage. In summary, Albumin-Cre leads to partial deletion of *Cdk1* in embryonic hepatoblasts and complete deletion in hepatocytes two weeks after birth.

**Fig 1:**
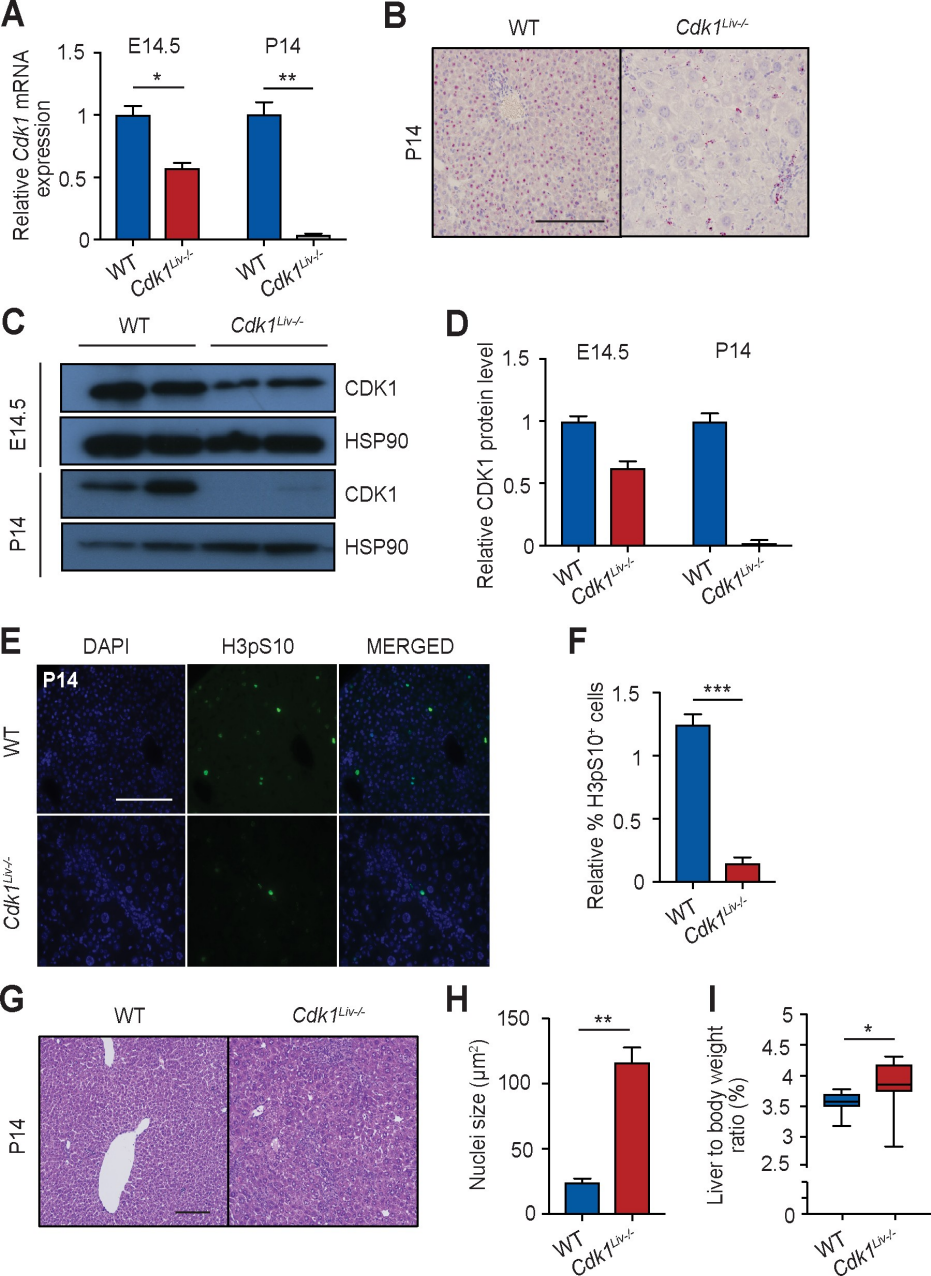
CDK1 is knocked-out by P14 in *Cdk1*^*Liv-/-*^ hepatocytes. (A) qPCR for *Cdk1* mRNA expression in pre-natal hepatoblasts (E14.5) and post-natal hepatocytes (P14) (n = 3 mice per genotype per time point). (B) Representative image of *in situ* hybridization for exon 3 of *Cdk1* on liver sections using the BaseScope assay. (C) Immunoblot of lysates from hepatoblasts (E14.5) and hepatocytes (P14) probed for CDK1 with HSP90 as loading control. (D) Quantification of CDK1 protein level from western blot, normalized to HSP90 protein levels. Error bars represent S.D. (E) Representative immunofluorescence images of sections stained for DAPI (blue), denoting the nuclei, and histone H3 pS10 (green), a marker for mitosis. (F) Quantification of H3pS10^+^ cells using at least 3,000 hepatocytes per mouse (n = 3 per genotype). Error bars represent S.E.M. (G) Representative H&E images of liver sections from P14 hepatocytes. (H) Quantification of nuclei size of P14 hepatocytes using at least 200 hepatocytes per mouse (n = 3 per genotype). (I) Ratio of liver weight to body weight, shown as percentage (%) of P14 mice (at least n = 8 per genotype). Error bars represent S.E.M. unless otherwise indicated. Scale bar of all microscopy images represent 50μm.

### Deletion of *Cdk1* prevents hepatocyte mitotic division

CDK1 drives mitosis in eukaryotic cells and is an essential gene in the mouse [15, 17]. To determine whether deletion of *Cdk1* was indeed impairing hepatocyte mitotic division *in vivo* at P14, liver sections were stained for phospho-serine 10 on histone H3 (H3pS10), a classical marker of mitosis [31]. Only background staining of H3pS10 was observed in *Cdk1*^*Liv-/-*^ livers compared to WT livers (Fig 1E and 1F), indicating that deletion of *Cdk1* was preventing P14 hepatocytes from undergoing mitotic division, similar as we have shown in adult hepatocytes [32].

### Loss of cell division induces hepatocyte hypertrophy and polyploidy

Since *Cdk1*^*Liv-/-*^ hepatocytes are unable to divide, it was surprising to observe that these animals developed a seemingly functional liver. To elucidate possible mechanisms by which mitotically impaired hepatocytes could still maintain liver growth, we performed histopathological analyses of liver sections. A significant enlargement of hepatocyte nuclei and an increase in hepatocyte size was observed during postnatal development (Fig 1G and 1H), which was consistent with previous literature [15]. In addition, the liver to body weight ratio was slightly but consistently increased in *Cdk1*^*Liv-/-*^ mice (Fig 1I). Overall, these results indicate that despite hepatocytes being unable to divide in *Cdk1*^*Liv-/-*^ mice, they do develop a liver that is at least as large as WT mice.

It was previously reported that mitotically-impaired fibroblasts undergo cycles of complete DNA re-replication to generate polyploid cells [15]. FACS analysis of propidium iodide stained hepatocytes isolated from P14 animals was performed to determine whether a similar mechanism was occurring during early postnatal growth. WT hepatocytes were mostly diploid [80%] but a minority was polyploid [20%] (Fig 2A). Hepatocytes isolated from P14 *Cdk1*^*Liv-/-*^ animals displayed an abnormal pattern of DNA content with only ≈30% being diploid and the rest being polyploid compared to wild type (Fig 2A). Notably, we observed more mononuclear polyploid hepatocytes in *Cdk1*^*Liv-/-*^ than WT liver, and correspondingly, less binuclear hepatocytes (Fig 2B), indicating an overall increase in mononuclear polyploid hepatocytes due to a block in nuclear division [32]. To understand the increase in polyploidy, we stained liver sections for PCNA, a marker of DNA replication [33]. At P14 and P28, approximately 70–80% of the hepatocytes were positive for PCNA in both WT and *Cdk1*^*Liv-/-*^ (Fig 2C and 2D). In WT, hepatocytes ceased to replicate their DNA around P42-56 with less than 10% positive PCNA cells since most adult hepatocytes become quiescent at that stage. In contrast, *Cdk1*^*Liv-/-*^ hepatocytes maintained a high level of PCNA staining with approximately 80% positive for P42, and approximately 50% positive for PCNA at P56. This would suggest that *Cdk1*^*Liv-/-*^ hepatocytes might either continue to replicate DNA after control hepatocytes had entered into a quiescent state, or remain arrested in S phase unable to exit the cell cycle in the absence of CDK1. Given that cell size and DNA content are positively correlated [34], our data suggest that polyploidy-induced hypertrophy of hepatocytes drives postnatal liver growth in the absence of CDK1, which is in agreement to what we have reported for liver regeneration [32].

**Fig 2:**
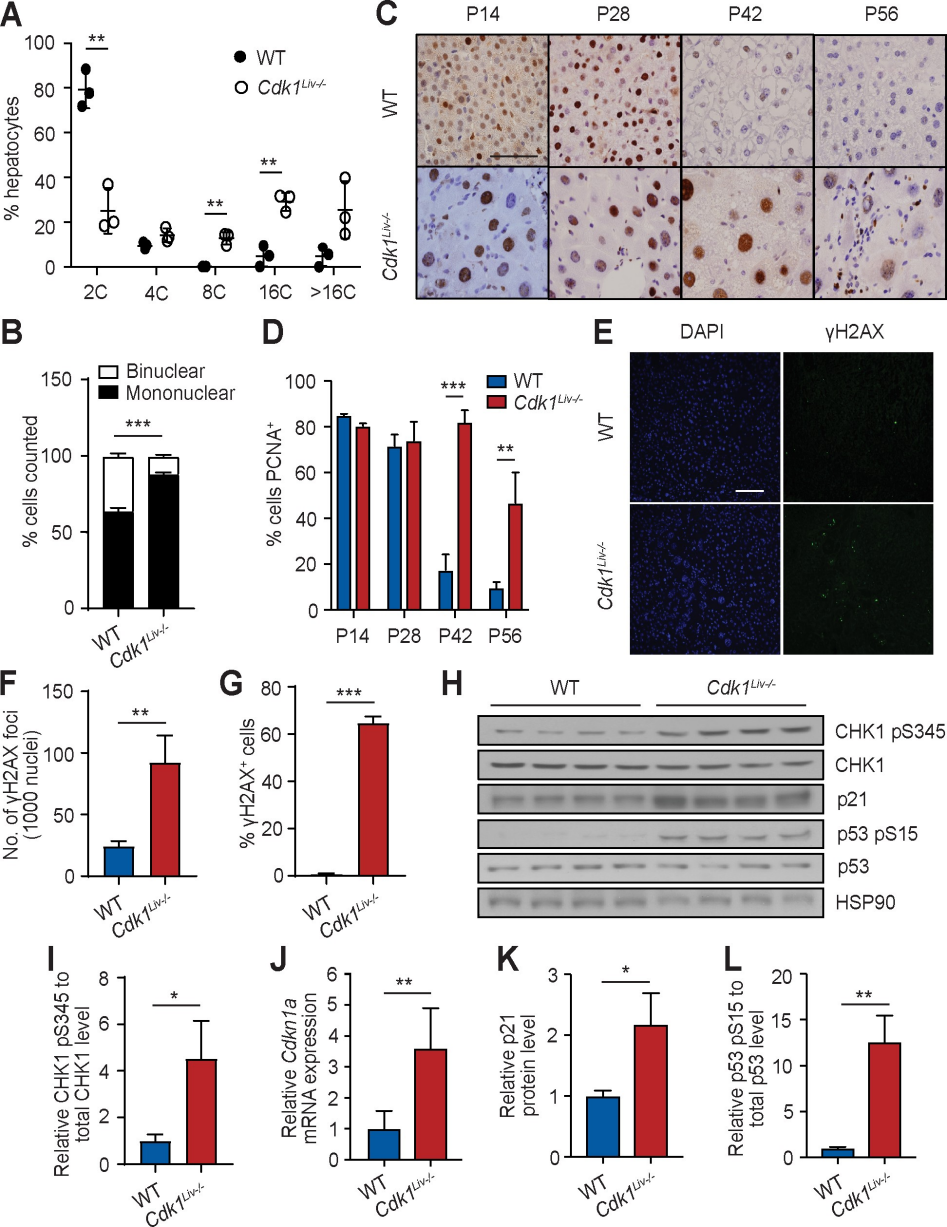
*Cdk1*^*Liv-/-*^ hepatocytes do not proliferate but undergo DNA re-replication. (A) DNA content analysis by flow cytometry of propidium iodide-stained hepatocytes isolated at P14. (B) Quantification of binuclear and mononuclear hepatocytes using at least 3,000 hepatocytes per mouse (at least n = 4 per genotype). (C) Representative immunohistochemistry images of sections stained for PCNA (brown), a marker for DNA replication, at different post-natal time points. (D) Quantification of PCNA^+^ cells using at least 200 hepatocytes per mouse (n = 5 per genotype per time point). (E) Representative immunofluorescence images of sections stained for DAPI (blue), denoting the nuclei, and γH2AX (green), a marker for DNA damage. (F) Quantification of γH2AX foci from 1000 nuclei using at least 5 images per mouse (at least n = 3 per genotype). (G) Quantification of γH2AX^+^ cells using at least 1,500 hepatocytes per mouse (at least n = 3 per genotype). (H) Immunoblot of lysates from P56 whole liver probed for CHK1 pS345, total CHK1, p21^Cip1/Waf1^, p53 pS15 and total p53, using HSP90 as loading control. (I) Quantification of ratio of CHK1 pS345 to total CHK1 levels. (J) qPCR for *Cdkn1a* mRNA expression in P56 whole liver sample (n = 6 per genotype). Quantification of p21 protein levels (K) and the ratio of p53 pS15 to total p53 levels (L). Error bars of all graphs excluding immunoblot quantification represent S.E.M. Error bars of immunoblot quantification represent S.D. Scale bar of all microscopy images represent 50μm.

It has previously been shown that DNA re-replication and polyploidy can lead to a DNA damage response [35]. γH2AX foci, as a marker for DNA damage, could hardly been detected in WT P56 liver sections (Fig 2E) and were completely absent at P14. On the other hand, in P56 *Cdk1*^*Liv-/-*^ liver sections, there was a four-fold increase in γH2AX foci compared to WT (Fig 2F) with a corresponding increase in the percentage of γH2AX^+^ cells (Fig 2G). In addition, phosphorylated CHK1 at serine 345 (CHK1 pS345), a marker of DNA damage response [36], was increased in *Cdk1*^*Liv-/-*^ liver (Fig 2H and 2I). The expression of p21^*Cdkn1a*^ was found to be increased at both the mRNA (Fig 2J) and protein level (Fig 2H and 2K) in P56 *Cdk1*^*Liv-/-*^ compared to wild type liver, likely caused by increased p53 activity as evident by a higher level of phosphorylation on serine15 [37] (p53 pS15; Fig 2H and 2L).

Sustained activation of p53 can lead to induction of apoptosis [38]. In isolated *Cdk1*^*Liv-/-*^ hepatocytes, we detected increased expression of pro-apoptotic genes *Bcl2l11* and *Bbc3* (S1A Fig), commonly known as *Bim* and *Puma*, respectively, both of which are established p53 targets [39–41]. Furthermore, through mitochondria-cytoplasm fractionation, we identified elevated levels of cytoplasmic cytochrome c (CYC) in *Cdk1*^*Liv-/-*^ hepatocytes (S1B and S1C Fig), suggesting there was increased release of mitochondrial cytochrome c into the cytoplasm, a key event in the apoptosis pathway [42]. In addition, there was an increased sub-G1 population of cells when we analysed our flow cytometry data (S1D Fig). Taken together, our data suggest that in proliferation-defective hepatocytes lacking CDK1, DNA damage (γH2AX) was induced, which triggered a DNA damage response through activation of p53, resulting in the increased incidence of apoptosis and other phenotypes (see below).

### Liver specific deletion of *Cdk1* promotes inflammation and liver damage

Despite *Cdk1*^*Liv-/-*^ hepatocytes maintaining control of the liver-to-body weight ratio (Fig 1I), markers of hepatocyte damage were observed (Fig 2). Therefore, we aimed to analyse the physiological parameters of these mice. In WT mice, ALT (blood alanine transaminase) and bilirubin levels were constant (Fig 3A and 3B), whereas ALP (alkaline phosphatase) levels decreased from 500 U/L at P14 to 150 U/L at P56 (Fig 3C). In *Cdk1*^*Liv-/-*^ liver, ALT was already elevated at P14 and was four-fold higher after P28 (Fig 3A). Bilirubin and ALP levels were increased at least two-fold at P14 in *Cdk1*^*Liv-/-*^ compared to WT, but at later time points, *Cdk1*^*Liv-/-*^ and WT were similar (Fig 3B and 3C). These data indicated that there was initial injury at P14, which seemed to affect ALT at the later time points. Although this could be a result of DNA damage (see Fig 2), one could envision alternative causes too.

**Fig 3:**
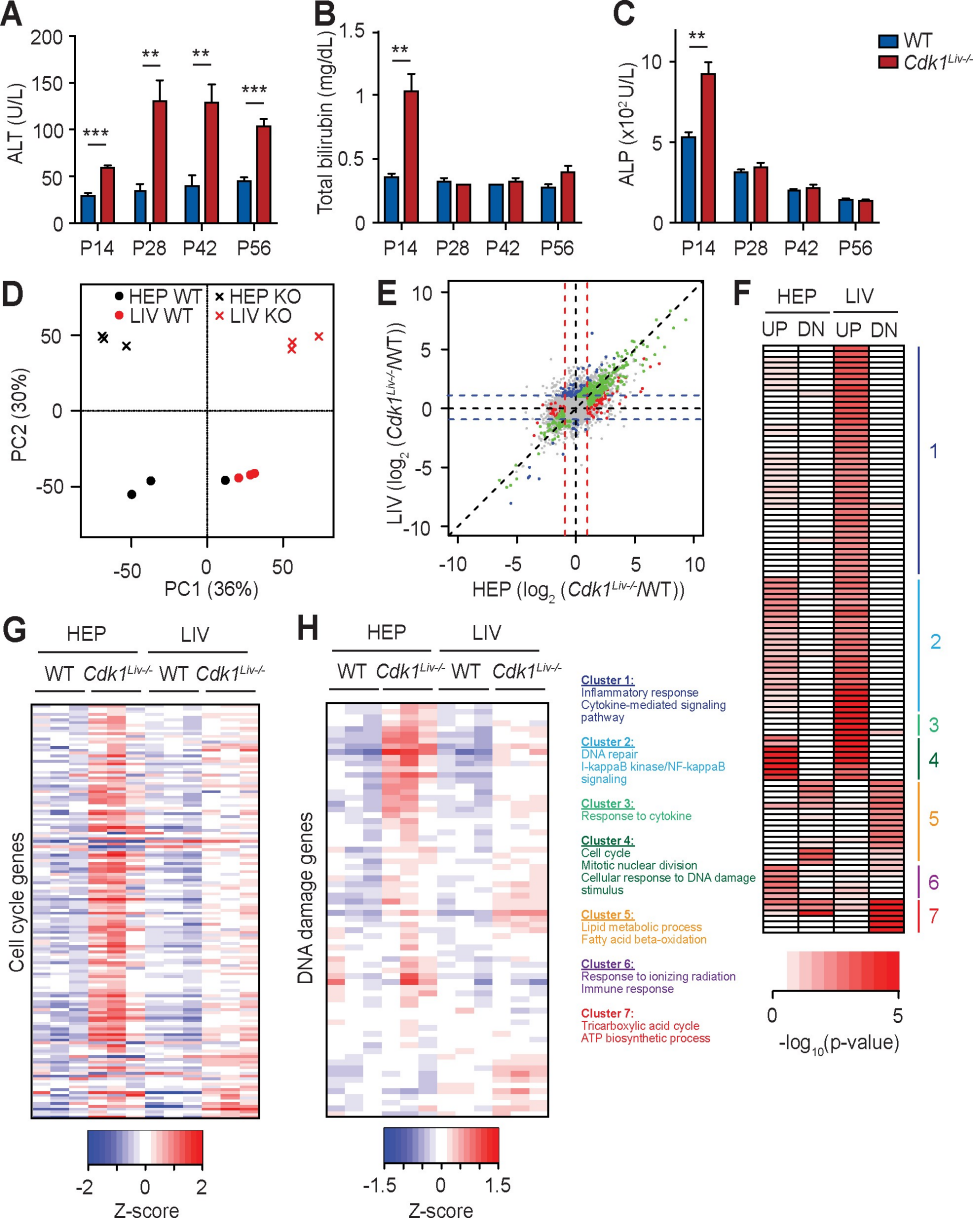
Transcriptomic analysis of *Cdk1*^*Liv-/-*^ hepatocytes and whole liver. Blood test for (A) alanine aminotransferase (ALT), (B) total bilirubin, and (C) alkaline phosphatase (ALP) levels at different post-natal time points (at least n = 5 per genotype per time point). (D) Principal component analysis of RNAseq results, with each dot or cross representing one sample that is either whole liver (LIV) or isolated hepatocyte (HEP) from wild type (WT) or *Cdk1*^*Liv-/-*^ (KO) mice. (E) Correlation plot of RNAseq results from whole liver and isolated hepatocytes, with each dot representing one gene that is either not significantly differentially expressed (grey), significantly differentially expressed in whole liver only (blue), in isolated hepatocytes only (red), or in both whole liver and isolated hepatocytes (green). (F) Heat map of gene ontologies of genes up-regulated (UP) or down-regulated (DN) in *Cdk1*^*Liv-/-*^ compared to WT samples with representative gene ontologies from each cluster listed. Color scale represents–log_10_(p-value). (G) Heat map of cell cycle associated genes from RNAseq analysis. (H) Heat map of DNA damage associated genes from RNAseq analysis. Color scales represent Z-score unless otherwise specified. Error bars of all graphs represent S.E.M.

To understand the cause of liver damage, we performed transcriptomic analysis of isolated hepatocytes and whole liver from WT and *Cdk1*^*Liv-/-*^ mice at P14. 

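Polyadenylated RNA of isolated hepatocytes and of whole liver from WT and *Cdk1* Liv-/- mice at P14 was sequenced as single-end reads of 75 bp, with 3 libraries in each of the 4 groups. The authors aligned the reads with STAR, quantified each gene with RSEM as FPKM, and did not normalize between libraries. The table lists FPKM to 2 decimals for 47069 genes, of which 28019 were above 0 in at least 1 of the 12 libraries. Read counts are not part of it. The spacing between the lowest FPKM values of short transcripts gave an estimate of the depth, as the number of reads that 1 FPKM stands for on 1 kb of transcript. It lay between 34.9 and 49.9 reads in the 12 libraries, with a median of 47.4 reads in WT hepatocytes, 39.6 in *Cdk1* Liv-/- hepatocytes, 41.8 in WT whole liver and 47.7 in *Cdk1* Liv-/- whole liver. Hepatocyte comparisons therefore set a somewhat shallower *Cdk1* Liv-/- group against WT, and whole liver comparisons the reverse. Differential expression was tested with limma, with a trend of the spread with expression, on log2(FPKM + 0.5), within each compartment and only for the 17386 genes with a mean FPKM of at least 0.1. The p-values, all two-sided, were adjusted by the Benjamini-Hochberg method. *Cdk1* (ENSMUSG00000019942, chromosome 10) fell from 25.5 ± 4.41 FPKM (SD, n = 3) to 9.45 ± 2.47 FPKM (SD, n = 3) in isolated hepatocytes. Its log2 fold change was -1.40 (standard error 0.22, adjusted p = 0.0148 from limma), and all 3 *Cdk1* Liv-/- libraries lay below all 3 WT libraries. In whole liver, *Cdk1* fell from 23.2 ± 1.95 to 12.6 ± 1.35 FPKM (SD, n = 3 each), a log2 fold change of -0.85 (standard error 0.10, adjusted p = 0.00353 from limma). This is past the adjusted p but short of a log2 fold change of 1. With FPKM divided by median-ratio size factors, the alternative that moved it most, the whole liver change was -1.06 and past both thresholds (adjusted p = 0.00237, with a range of 0.00195 to 0.0290 over all alternatives). *Xist* was at 158 FPKM and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d* were listed at 0 in whole liver *Cdk1* Liv-/- replicate 3. In each of the other 11 libraries *Xist* was at most 0.14 FPKM, and the 4 Y-linked genes summed to between 48.4 and 62.1 FPKM.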

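In isolated hepatocytes, 730 genes were higher and 377 lower in *Cdk1* Liv-/- than in WT at an adjusted p of at most 0.1 and a log2 fold change of at least 1 in size. The adjusted p alone was passed by 2108 genes that were higher and 1149 that were lower, and leaving out the fold change threshold moved the counts most among the alternatives chosen in advance. In 1105 of the 1107 called genes, the 3 *Cdk1* Liv-/- and the 3 WT libraries did not overlap. That held for 34% of all genes tested, where chance gives 10%. Among the called genes, 10 have the same 12 values as another gene. The number of genes called higher lay between 638 and 711 with each library left out in turn. The number called lower was 168 without WT replicate 1, 592 without WT replicate 2, 250 without *Cdk1* Liv-/- replicate 1, 200 without *Cdk1* Liv-/- replicate 2 and 175 without *Cdk1* Liv-/- replicate 3. Among called genes whose libraries did not overlap, *Orm1* (ENSMUSG00000039196), *Orm2* (ENSMUSG00000061540) and *Ly6d* (ENSMUSG00000034634) rose most. *Orm1* was at 0.613 ± 0.251 FPKM in WT and 465 ± 219 FPKM in *Cdk1* Liv-/- hepatocytes (SD, n = 3 each), a log2 fold change of 8.63 (standard error 0.35, adjusted p = 0.000409 from limma). The log2 fold change was 7.35 for *Orm2* and 7.00 for *Ly6d*. *Amy2a1* (ENSMUSG00000070360) fell from 11.8 ± 5.70 to 0.113 ± 0.153 FPKM (SD, n = 3 each). The pseudogenes *Gm21742* (ENSMUSG00000099871) and *Gm21857* (ENSMUSG00000095134), annotated on chromosome Y, were at 8.93 ± 1.35 and 13.6 ± 0.639 FPKM in WT hepatocytes (SD, n = 3). In *Cdk1* Liv-/- hepatocytes *Gm21742* was listed at 0 in all 3 libraries, and *Gm21857* was at 0.487 ± 0.475 FPKM (SD, n = 3). Its call did not hold with the two-sample test and q-values named in the paper's methods at a pseudocount of 0.1 (q-value 0.121, in a range of 2.18e-05 to 0.121 over all alternatives). In whole liver *Gm21742* was at 7.17 ± 3.02 FPKM in WT (SD, n = 3) and at 0 in all 3 *Cdk1* Liv-/- libraries. *Gm21857* went there from 13.9 ± 4.17 to 0.383 ± 0.0651 FPKM (SD, n = 3 each). The Y-linked genes given above were expressed in every *Cdk1* Liv-/- library except whole liver replicate 3.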

We detected transcripts from 21,066 genes, of which 341 and 74 were respectively up-regulated and down-regulated in *Cdk1*^*Liv-/-*^ isolated hepatocytes. 392 and 59 were respectively up-regulated and down-regulated in *Cdk1*^*Liv-/-*^ whole liver when compared to WT (S1 Table). 

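With the same test and thresholds, 798 genes were higher and 174 lower in *Cdk1* Liv-/- than in WT whole liver, and 963 of these 972 had libraries that did not overlap between the genotypes. Of all genes tested, 52.1% did not overlap. Without the fold change threshold, 6610 genes were higher and 1310 lower. The median log2 fold change of all tested genes was 0.18 in whole liver and 0.049 in isolated hepatocytes. Dividing FPKM by median-ratio size factors gave a median of 0.013 in whole liver, a shift of -0.168, so the medians of gene lists in whole liver that follow are also given relative to 0.18. Under that scaling, 513 genes were called higher and 242 lower, and the share of calls that were higher was 67.9% in place of 82.1%. With each library left out in turn, between 715 and 928 genes were called higher and between 161 and 200 lower. Without *Cdk1* Liv-/- replicate 3, the library with *Xist*, 1011 genes were called, and 875 of them were among the 972. *Slpi* (ENSMUSG00000017002) rose most, from 0.617 ± 0.116 to 236 ± 117 FPKM (SD, n = 3 each), a log2 fold change of 7.62 (standard error 0.35, adjusted p = 0.000234 from limma). *Orm1* and *Orm2* followed, with log2 fold changes of 6.98 and 6.26. The largest decreases were those of the pseudogenes *Gm13841* (ENSMUSG00000083833) and *Gm8210* (ENSMUSG00000094497), which have identical values in all 12 libraries and fell by 6.58 on the log2 scale, and of *Amy2a1*, which fell by 5.10.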

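Principal components were computed on log2(FPKM + 0.5) of the 12 libraries, with each of the 17386 genes centred and scaled to unit variance. The first component held 33.9% and the second 26.1% of the variance, and with genes centred only, the alternative that moved both most, they held 36.8% and 33.3%. On the first component the whole liver libraries scored from 8.9 to 132 and the isolated hepatocyte libraries from -86.9 to -8.0. WT hepatocyte replicate 3, at -8.0, lay close to the WT whole liver libraries, which scored 8.9, 27.9 and 19.3, while the other hepatocyte libraries lay at -59.2 or below. On the second component the WT libraries of both compartments scored from -71.1 to -36.5 and the *Cdk1* Liv-/- libraries from 36.0 to 102.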

Principal component analysis (PCA) of the data indicated that the samples could generally be clustered according to CDK1 status and whether the sample was isolated hepatocytes or whole liver. 

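The mean score on the second component was higher in *Cdk1* Liv-/- than in WT by 138 in isolated hepatocytes and by 109 in whole liver. Along the first component, the mean score of *Cdk1* Liv-/- whole liver was 88.9 above that of WT whole liver, while the change in isolated hepatocytes was -21.2. Across the 17386 genes, which are not independent replicates, the log2 fold changes in the 2 compartments had a Pearson correlation of 0.565 and a Spearman correlation of 0.382, and 64.4% had the same sign. With each library left out in turn, Pearson's value ranged from 0.501, without WT hepatocyte replicate 2, to 0.636, without WT hepatocyte replicate 3. Among the 1627 genes called in either compartment, the correlations were 0.716 and 0.579, and 82.1% had the same sign.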

Loss of CDK1 led to a shift of both isolated hepatocyte and whole liver samples along the PC2 axis in the same direction, suggesting that the change in transcriptomics upon *Cdk1* knockout was generally the same between hepatocytes and whole liver (Fig 3D). Globally, the majority of the genes remained expressed at the same levels in both *Cdk1*^*Liv-/-*^ and WT, indicating that only a minority of genes were significantly altered in the *Cdk1*^*Liv-/-*^ mice (Fig 3E). 

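Of the 17386 genes tested, 15759 (90.6%) were called in neither compartment. That does not show equal expression, since the calls need a log2 fold change of at least 1 in size. The adjusted p alone was passed by 3257 genes in hepatocytes and 7920 in whole liver. Both compartments shared 452 called genes, of which 357 were higher and 93 lower in both, and 2 changed in opposite directions. A further 655 genes were called in isolated hepatocytes alone and 520 in whole liver alone. Being called in 1 compartment alone does not show a difference between them, so the difference itself was tested with limma as the interaction of genotype and compartment over all 12 libraries. At an adjusted p of at most 0.1, the change in hepatocytes was above that in whole liver for 409 genes and below it for 1303. With median-ratio size factors they were 548 and 492, so the excess of lower changes depends on the scaling. The counts also depended on single libraries. Without WT whole liver replicate 1 they were 35 and 43, and without WT hepatocyte replicate 2 the lower count was 2232. The higher count was 225 without WT hepatocyte replicate 3, 113 and 171 without WT whole liver replicates 2 and 3, and 149 and 219 without *Cdk1* Liv-/- whole liver replicates 2 and 3. The lower count was 633 and 693 without WT hepatocyte replicates 1 and 3, 801 and 572 without *Cdk1* Liv-/- hepatocyte replicates 1 and 3, 280 and 330 without WT whole liver replicates 2 and 3, and 266 and 523 without *Cdk1* Liv-/- whole liver replicates 2 and 3.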

Gene ontology analysis was performed for differentially expressed genes (S2 Table), and genes up-regulated in *Cdk1*^*Liv-/-*^ hepatocytes were enriched for gene ontology terms associated with “mitotic nuclear division” and “cell cycle” (Fig 3F Cluster 4, S2 Fig). 

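Gene ontology annotation was not used here. Groups of genes were tested instead with 25 lists written before the data were examined, using camera from limma with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. In isolated hepatocytes, 18 lists passed an adjusted p of 0.1, of which 8 were higher and 10 lower in *Cdk1* Liv-/-. Under fry, 11 lists passed, including 10 of the 18, and with the correlation estimated from the 6 libraries, the alternative that moved the count most, 0 passed. The list of G2/M phase genes ranked first. Of its 52 members, 48 were higher in *Cdk1* Liv-/- hepatocytes, with a median log2 fold change of 1.14 (camera adjusted p = 6.29e-13, fry adjusted p = 0.0426). Past an adjusted p of 0.1 were 39 members with adjustment over all genes and 46 adjusted over the list alone, and 31 were called. *Psrc1* and *Ckap2* rose most, by 3.65 and 2.27 on the log2 scale, while *Fam64a* and *Anp32e* had the smallest log2 fold changes, at -0.49 and -0.37, neither past the threshold. For the term "mitotic nuclear division", S2 Table gives 52 genes as higher in hepatocytes. All 52 were higher here and 34 were called, but the paper chose these genes on the same libraries, so this is not independent evidence.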

A closer look at genes involved in cell cycle regulation indicated that a majority of these genes were up-regulated in hepatocytes and to a lesser extent in the whole liver (Fig 3G, S3 Fig). 

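The list of S phase genes rose less than the G2/M list. In isolated hepatocytes 34 of its 42 members were higher in *Cdk1* Liv-/-, with a median log2 fold change of 0.30 (camera adjusted p = 0.00149). Adjusted over all genes, 13 members passed an adjusted p of 0.1, all of them higher, and 14 passed adjusted over the list alone. *Rrm2* rose by 1.55 on the log2 scale, while *Pold3* and *Cdca7* had log2 fold changes of -0.35 and -0.34, neither past the threshold. The call of this list did not hold under fry (adjusted p = 0.145). In whole liver the median of the S phase list was 0.19, or 0.011 above that of all genes, and camera gave it a lower direction that did not pass (adjusted p = 0.773). Under fry the same list was higher (adjusted p = 0.0646), and without WT whole liver replicate 2 camera gave it a higher direction (median 0.24, adjusted p = 0.823), with adjusted p-values of 0.0646 to 0.923 over all alternatives. With median-ratio size factors its median was -0.0027. The difference between the compartments was tested for both lists. Hepatocytes minus whole liver, the median difference of the log2 fold change was 0.28 for the S phase list (camera adjusted p = 3.04e-06) and 0.46 for the G2/M list (camera adjusted p = 6.46e-10). Neither difference passed under fry, with adjusted p-values of 0.312 and 0.271. Of the 42 and 52 members, 5 and 2 passed an adjusted p of 0.1 for the difference over all genes, and 6 and 0 adjusted over the list alone.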

As we observed a greater number of polyploid *Cdk1*^*Liv-/-*^ hepatocytes (Fig 2A), which might be caused by reduced cytokinesis [21], we also inspected for any changes in cytokinesis-associated genes. Similar to what was detected for other cell cycle-associated genes, the expressions of a number of cytokinesis-associated genes such as *Anln*, *Plk1*, and *Racgap1* were increased (S4 Fig). 

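*Anln* (ENSMUSG00000036777, chromosome 9) rose from 2.20 ± 0.502 to 6.11 ± 2.42 FPKM (SD, n = 3 each) in isolated hepatocytes, a log2 fold change of 1.25 (standard error 0.29, adjusted p = 0.0479 from limma). *Plk1* (ENSMUSG00000030867, chromosome 7) rose from 5.07 ± 1.14 to 13.7 ± 5.52 FPKM (SD, n = 3 each), by 1.28 on the log2 scale (standard error 0.34, adjusted p = 0.0642 from limma). For *Racgap1* (ENSMUSG00000023015, chromosome 15) the values were 6.68 ± 1.58 and 16.9 ± 5.68 FPKM (SD, n = 3 each), a log2 fold change of 1.24 (standard error 0.29, adjusted p = 0.0474 from limma). In all 3 genes every *Cdk1* Liv-/- hepatocyte library lay above every WT library. None of the 3 calls held without WT hepatocyte replicate 1, WT hepatocyte replicate 2, *Cdk1* Liv-/- hepatocyte replicate 1 or *Cdk1* Liv-/- hepatocyte replicate 2. In that order, the adjusted p was 0.113, 0.112, 0.109 and 0.0830 for *Anln*, 0.168, 0.147, 0.159 and 0.152 for *Plk1* and 0.106, 0.106, 0.125 and 0.108 for *Racgap1*, and without *Cdk1* Liv-/- hepatocyte replicate 2 *Anln* was short of the fold change threshold, at 0.97. With single libraries left out the log2 fold changes were above 0, from 0.97 to 1.48, from 1.05 to 1.65 and from 1.02 to 1.52. The 3 calls also did not hold without the filter on low values (adjusted p = 0.115, 0.154 and 0.122), with the replicate number as a term (0.141, 0.156 and 0.131) or with the two-sample test and q-values named in the paper's methods (0.116, 0.141 and 0.111 with a pseudocount of 0.5, 0.109, 0.139 and 0.110 with 0.1). Over all alternatives the adjusted p ranged from 0.00370 to 0.141, from 0.00749 to 0.168 and from 0.00369 to 0.131. In whole liver, the log2 fold changes were 0.75, 0.98 and 0.65, with adjusted p-values of 0.00843, 0.0065 and 0.00935 from limma, all short of a log2 fold change of 1. For *Plk1* it reached 1.02, 1.01, 1.02 and 1.07 without WT replicate 1, WT replicate 2, *Cdk1* Liv-/- replicate 1 and *Cdk1* Liv-/- replicate 2, and 1.03 with a pseudocount of 0.1 or with FPKM rescaled to the same sum in every library. None of the differences between compartments passed for these genes, with adjusted p-values of 0.396, 0.686 and 0.306. The list of cytokinesis genes, which includes them, had 20 tested members with a median log2 fold change of 1.12 in hepatocytes (camera adjusted p = 2.34e-06). Of these, 18 were higher, 13 passed an adjusted p of 0.1 over all genes and 14 adjusted over the list alone. *Cit* and *Prc1* rose most, by 2.08 and 1.90.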

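In *Cdk1* Liv-/- whole liver, 20 of the 25 lists passed camera's adjusted p of 0.1, 11 higher and 9 lower, and 15 of these also passed under fry. With the correlation between genes estimated from the libraries, 2 lists passed, those of the tricarboxylic acid cycle and of hepatocyte identity. The G2/M list was higher in 51 of 52 members, with a median log2 fold change of 0.64 (camera adjusted p = 2.84e-07), which is 0.46 above the median of all genes. Adjusted over all genes, 44 members passed an adjusted p of 0.1, and 47 passed adjusted over the list alone, but only 9 reached the fold change threshold as well. All 20 members of the cytokinesis list were higher, with a median of 0.66, or 0.48 above that of all genes (camera adjusted p = 4.52e-05). Of these, 18 passed an adjusted p of 0.1 over all genes and 19 adjusted over the list alone. Both lists also passed under fry, with adjusted p-values of 0.00541 and 0.0021. The change of the cytokinesis list was larger in hepatocytes than in whole liver by a median of 0.47 (camera adjusted p = 0.000269, fry adjusted p = 0.312). For the difference, 0 of its members passed over all genes and 4 adjusted over the list alone.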

Notably, many cell cycle-related terms are enriched for genes up-regulated in *Cdk1*^*Liv-/-*^ whole liver as well (Fig 3F, S2 Fig), possibly because hepatocytes comprise up to 70% of all hepatic cells [43].

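A list of 28 p53 target genes was higher in 27 members in *Cdk1* Liv-/- hepatocytes, with a median log2 fold change of 1.06 (camera adjusted p = 2.6e-11, fry adjusted p = 0.00107). Past an adjusted p of 0.1 were 17 members over all genes and 20 adjusted over the list alone. *Phlda3* and *Gdf15* rose most, by 2.93 and 2.84 on the log2 scale, while *Fas* and *Xpc* were nearly level at -0.090 and 0.068. In whole liver 26 of the 28 were higher, with a median of 1.13, or 0.95 above that of all genes (camera adjusted p = 1.06e-06), and 23 passed both over all genes and adjusted over the list alone. *Phlda3* and *Gdf15* again rose most there, by 2.87 and 2.49. The list of 37 DNA damage response and repair genes was higher in all 37 members in hepatocytes, with a median of 0.46 (camera adjusted p = 1.6e-07, fry adjusted p = 0.0426). Of these, 15 passed an adjusted p of 0.1 over all genes and 21 adjusted over the list alone, and 6 were called. *Rad18* and *Brca1* rose by 1.41 and 1.35. In whole liver the median of this list was 0.32, or 0.14 above that of all genes (camera adjusted p = 0.00885), with 33 members higher and 24 past the threshold by either adjustment. The difference of the change between hepatocytes and whole liver had a median of 0.24 for DNA damage response genes (camera adjusted p = 3.04e-06). For p53 targets that median was 0.054 (camera adjusted p = 0.00416), and it was below 0 without *Cdk1* Liv-/- hepatocyte replicate 1 (-0.0020) or *Cdk1* Liv-/- whole liver replicate 1 (-0.055), which still passed. Neither difference passed under fry, with adjusted p-values of 0.227 and 0.235. For the term "response to ionizing radiation", all 10 genes that S2 Table gives as higher in hepatocytes were higher here. The paper chose them on the same libraries.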

The enrichment of gene ontology terms such as “cellular response to DNA damage stimulus” (Fig 3F Cluster 2, S2 Fig) and “response to ionizing radiation” for up-regulated genes (Fig 3F Cluster 6, S2 Fig), coupled to the increase of many DNA damage response genes (Fig 3H, S5 Fig), implied involvement of DNA damage and p53 signalling in *Cdk1*^*Liv-/-*^ hepatocytes (see Fig 2H–2K). On the other hand, down-regulated genes were enriched for gene ontologies involved in “oxidation-reduction process” and “ATP biosynthetic process” (Fig 3F Cluster 7, S2 Fig), supporting our previous observation that *Cdk1*^*Liv-/-*^ hepatocytes are defective in oxidative phosphorylation [32]. 

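A list of 65 genes of oxidative phosphorylation was lower in 64 members in *Cdk1* Liv-/- hepatocytes, with a median log2 fold change of -0.21 (camera adjusted p = 8.02e-10). Past an adjusted p of 0.1 were 17 members over all genes and 19 adjusted over the list alone, and none reached a log2 fold change of 1 in size. Under fry the list did not pass (adjusted p = 0.116). *Ndufb10* and *Uqcrb* fell most, by 0.55 and 0.54 on the log2 scale, and *Ndufa2* was the only member above 0, at 0.037. In whole liver 64 of 65 members were lower as well, with a median of -0.28, which is 0.46 below that of all genes (camera adjusted p = 1.3e-33, fry adjusted p = 0.00163). There, 50 members passed over all genes and 51 adjusted over the list alone. The difference between compartments had a median of 0.060 (camera adjusted p = 0.000582), and without *Cdk1* Liv-/- hepatocyte replicate 1 it was -0.0073 with an adjusted p of 0.360, the highest of a range from 1.93e-06 over the libraries left out. For the difference, 0 members passed by either adjustment. The 18 genes of the tricarboxylic acid cycle had a median of -0.012 in hepatocytes (camera adjusted p = 0.291), and without *Cdk1* Liv-/- hepatocyte replicate 1 the list passed, at -0.054 with an adjusted p of 0.0410, in a range of 0.0410 to 0.774 over all alternatives. The median was above 0 with FPKM rescaled to the same sum in every library (0.0065) and without WT hepatocyte replicate 2 (0.0010). In whole liver the median of this list was -0.19, or -0.37 relative to that of all genes (camera adjusted p = 5.34e-07), with 14 members lower. Past an adjusted p of 0.1 were 10 members over all genes and 11 adjusted over the list alone. Of the 10, 9 were lower and 1, *Idh2*, was higher (0.20, adjusted p = 0.0711 from limma).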

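The list of 25 genes of fatty acid beta-oxidation had a median log2 fold change of -0.38 in *Cdk1* Liv-/- hepatocytes, with 19 members lower (camera adjusted p = 3.46e-06, fry adjusted p = 0.0426). Past an adjusted p of 0.1 were 12 members over all genes, all of them lower, and 14 adjusted over the list alone. *Acat1* fell by 1.42 on the log2 scale (standard error 0.091, adjusted p = 0.00128 from limma) and *Hadh* by 0.69. In whole liver the median, at 0.053, and the mean, at -0.051, differed in sign, and camera placed the list lower (adjusted p = 0.00658) where fry did not pass (adjusted p = 0.752). The median is 0.13 below that of all genes, and it was below 0 with median-ratio size factors (-0.17) and without WT whole liver replicate 1 (-0.0051). In whole liver *Ppara* fell by 1.34 and *Ehhadh* rose by 0.57, both past an adjusted p of 0.1, and 12 members passed by either adjustment. The decrease of the list was larger in hepatocytes than in whole liver, by a median difference of -0.25 (camera adjusted p = 0.00224, fry adjusted p = 0.0645). For the term "lipid metabolic process", S2 Table gives 31 genes as higher and 31 as lower in hepatocytes. The paper's reported p-values for these are 0.690 and 0.000508. All of these genes had the same direction here, in the libraries on which the paper chose them.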

Down-regulated genes were also enriched for “lipid metabolism” and “fatty acid oxidation” (Fig 3F Cluster 5, S2 Fig), which will be the focus of future studies.

Chronic liver injury is often accompanied by pronounced hepatic inflammation and activation of the tissue resident macrophage population (Kupffer cells) [44]. 

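Lists of acute phase genes, cytokines and chemokines, and NF-kappaB targets were compared between the genotypes. The acute phase list rose in both compartments. In isolated hepatocytes 16 of its 18 members were higher, with a median log2 fold change of 1.12 (camera adjusted p = 6.95e-10, fry adjusted p = 0.00112), 12 past an adjusted p of 0.1 over all genes and 15 adjusted over the list alone. In whole liver 16 members were higher, with a median of 1.04, or 0.86 above that of all genes (camera adjusted p = 0.000188). There 13 passed over all genes and 14 adjusted over the list alone. Of the 13, 12 were higher and 1, *Itih4*, was lower (-0.25, adjusted p = 0.0628 from limma). The change of the acute phase list was larger in hepatocytes, by a median difference of 0.49 (camera adjusted p = 3.7e-06, fry adjusted p = 0.0688). For the term "inflammatory response", S2 Table gives 21 genes as higher in hepatocytes and 62 in whole liver. The paper's reported p-values for these are 0.286 and 0.000395. All 21, and all 60 of the 62 that were tested, were higher here, and 11 and 27 of them were called, though the paper chose them on these libraries.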

The over-representation of genes involved in gene ontologies such as “inflammatory response” (Fig 3F Cluster 1, S2 Fig), “positive regulation of I-kappaB kinase/NF-kappaB signalling” (Fig 3F Cluster 2) and “response to cytokine” (Fig 3F Cluster 3) indicated that there might be increased inflammation in the liver of *Cdk1*^*Liv-/-*^ mice. To detect inflammation and activated Kupffer cells, liver sections were stained for F4/80, a classical marker of macrophages [45]. In WT liver sections, individual F4/80^+^ cells were scattered throughout the parenchyma at P14 and there was a 4-fold reduction at P28, remaining at low levels from then on (Fig 4A and 4B). The presence of large amounts of F4/80^+^ cells at this time point is possibly because monocytes and macrophages were in the expansion phase prior to establishing the resident Kupffer cell population during this developmental window [46]. In the *Cdk1*^*Liv-/-*^ liver sections, the number of F4/80^+^ cells was similar to WT at P14. In contrast to the reduction in F4/80^+^ staining in WT at P28-P56 when the Kupffer cells exited the expansion phase, aggregated foci and elevated numbers of Kupffer cells were observed in *Cdk1*^*Liv-/-*^ livers, which remained high at approximately 5% compared to 2% seen in WT livers at P14. These data indicate the presence of an inflammatory trigger in the *Cdk1*^*Liv-/-*^ liver from P28 onwards that maintains the F4/80^+^ cells in an active state.

**Fig 4:**
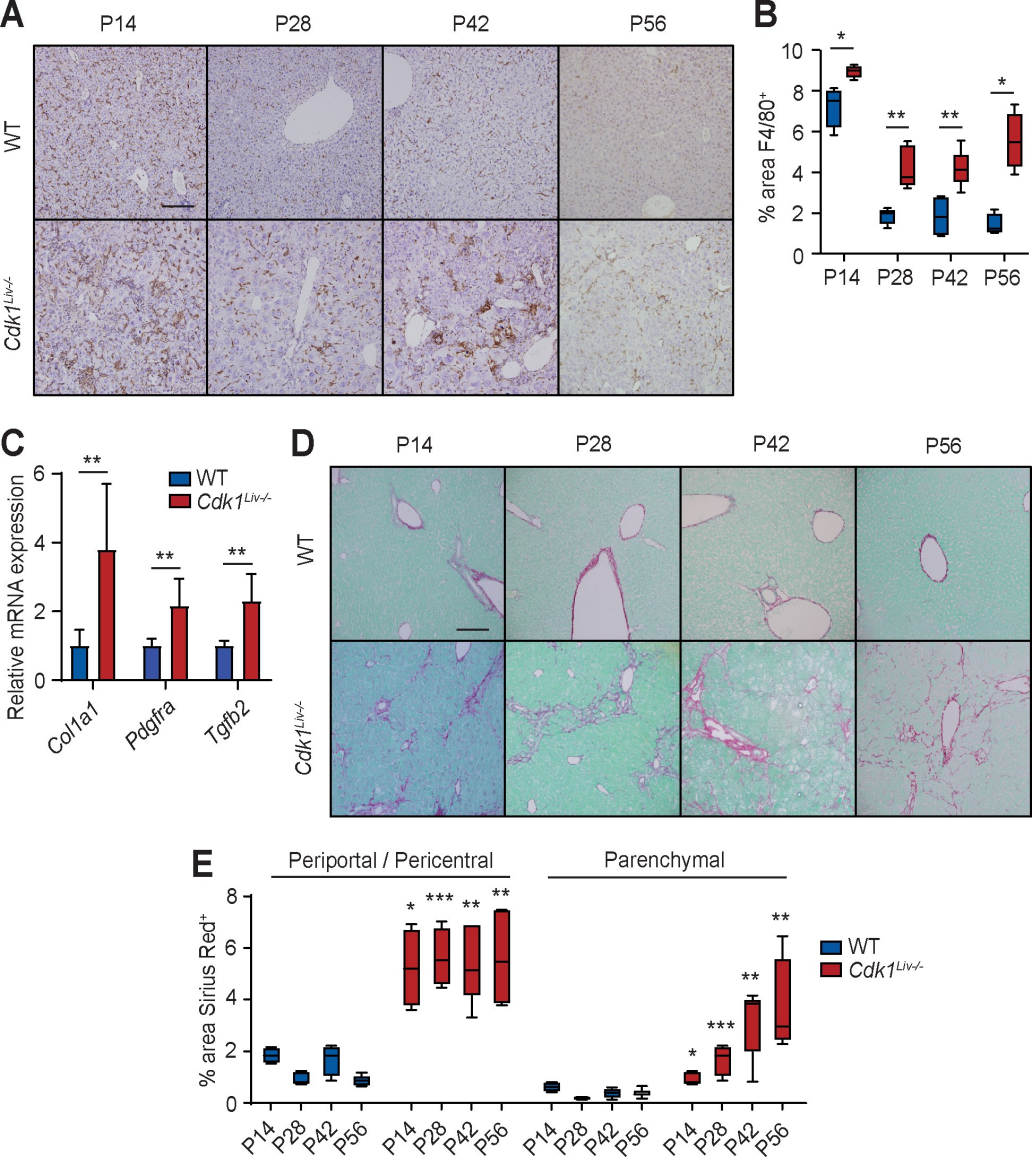
*Cdk1*^*Liv-/-*^ liver exhibits inflammation and fibrosis. (A) Representative immunohistochemistry images of sections stained for F4/80 (brown), a marker for macrophages, at different post-natal time points. (B) Quantification of F4/80^+^ cells using 5 images per mouse (at least n = 4 per genotype per time point). (C) qPCR for *Col1a1*, *Pdgfra*, and *Tgfb2* mRNA expression in whole liver sample (n = 6 per genotype). (D) Representative images of Sirius Red-stained liver sections at different post-natal time points. (E) Quantification of Sirius Red-stained area using at least 5 images per mouse (at least n = 4 per genotype per time point). Error bars of all graphs represent S.E.M. Scale bars of all microscopy images represent 50μm.

An early indicator of chronic liver damage is the aberrant deposition of extracellular matrix resulting in fibrosis [47]. 

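The genes of the signature in S6 Fig were not used here as a list. A list of 39 extracellular matrix and fibrosis genes was higher in 38 members in *Cdk1* Liv-/- whole liver. Its median log2 fold change was 0.79, or 0.61 above that of all genes (camera adjusted p = 2.68e-05, fry adjusted p = 0.00541). An adjusted p of 0.1 was passed by 33 members, both over all genes and adjusted over the list alone, and 16 were called. *Timp1* and *Col1a1* rose most, while *Col14a1* and *Eln* were nearly level, at -0.067 and 0.040. In *Cdk1* Liv-/- hepatocytes 29 of the 39 were lower, with a median of -0.44 (camera adjusted p = 0.0124). Over all genes, 4 members passed as higher and 2 as lower, and 6 passed adjusted over the list alone. That call did not hold under fry (adjusted p = 0.706) or without WT hepatocyte replicate 3, where the median was -0.13 with an adjusted p of 0.241 (range 1.38e-05 to 0.747 over all alternatives). The change in hepatocytes lay below that in whole liver in 38 of 39 members, by a median difference of -1.21 (camera adjusted p = 5.94e-09, fry adjusted p = 0.0645). For the difference, 13 members passed over all genes and 32 adjusted over the list alone.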

Analysis of RNAseq data for a gene signature of fibrosis [48] revealed increased expression of many of these genes (S6 Fig). A number of markers for fibrosis which were increased in the RNAseq at P14, such as *Col1a2*, *Pdgfra*, and *Tgfb2*, were validated by quantitative real-time PCR (qPCR) (Fig 4C), hinting at the presence of fibrosis in *Cdk1*^*Liv-/-*^ liver. 

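*Col1a2* (ENSMUSG00000029661, chromosome 6) rose from 36.4 ± 5.87 to 93.4 ± 28.4 FPKM (SD, n = 3 each) in whole liver at P14, a log2 fold change of 1.32 (standard error 0.23, adjusted p = 0.0107 from limma). It was called with each library left out in turn, with a log2 fold change of at least 1.09. In isolated hepatocytes the change was -1.01 (standard error 0.57, adjusted p = 0.293 from limma), and the WT libraries were at 8.78, 4.22 and 24.0 FPKM. Without WT hepatocyte replicate 2 the change there was -1.57, with an adjusted p of 0.0946, the lowest of a range that reached 0.520. *Pdgfra* (ENSMUSG00000029231, chromosome 5) rose from 1.54 ± 0.0961 to 3.58 ± 0.271 FPKM (SD, n = 3 each) in whole liver, by 1.00 on the log2 scale (standard error 0.084, adjusted p = 0.0014 from limma). Its call rests on the fold change threshold. Without WT replicate 1, WT replicate 3 or *Cdk1* Liv-/- replicate 2 the change was 0.97, just under 1 and 0.95, and it was also short of 1 with a pseudocount of 1 (0.85) or median-ratio size factors (0.81). In hepatocytes *Pdgfra* was level at 0.033 (adjusted p = 0.949 from limma), and below 0 without WT replicate 2 (-0.24) or *Cdk1* Liv-/- replicate 3 (-0.033) or with median-ratio size factors (-0.0050). *Tgfb2* (ENSMUSG00000039239, chromosome 1) rose from 0.433 ± 0.0451 to 1.10 ± 0.0777 FPKM (SD, n = 3 each) in whole liver, a log2 fold change of 0.77 (standard error 0.080, adjusted p = 0.00269 from limma), and reached 1.17 with a pseudocount of 0.1. In hepatocytes it rose by 0.62 (adjusted p = 0.0422 from limma), and by 1.45 with a pseudocount of 0.1, from WT values of 0.02 to 0.19 FPKM. There the adjusted p was above 0.1 without WT hepatocyte replicate 1 (0.125), *Cdk1* Liv-/- hepatocyte replicate 1 (0.105) or *Cdk1* Liv-/- hepatocyte replicate 3 (0.103) and with the two-sample test at a pseudocount of 0.1 (0.129), in a range of 0.00524 to 0.129. The 3 *Cdk1* Liv-/- and 3 WT whole liver libraries did not overlap in any of these genes. The difference between compartments was -2.33 for *Col1a2* and -0.97 for *Pdgfra*, with adjusted p-values of 0.0788 and 0.0818. For *Tgfb2* it was -0.16 (adjusted p = 0.632), and 0.28 with a pseudocount of 0.1. With single libraries left out, the adjusted p for the difference ranged from 0.0128 to 0.177 for *Col1a2*. It was at most 0.1 only without WT hepatocyte replicate 2 or 3 or *Cdk1* Liv-/- hepatocyte replicate 2. For *Pdgfra* it ranged from 0.00626 to 0.184 and was at most 0.1 only without WT hepatocyte replicate 2. The difference for *Pdgfra* also failed with a pseudocount of 0.1 (0.159) and with median-ratio size factors (0.126). *Col1a1* (ENSMUSG00000001506, chromosome 11) rose from 21.3 ± 4.03 to 78.2 ± 30.3 FPKM (SD, n = 3 each) in whole liver, by 1.80 (standard error 0.28, adjusted p = 0.00783 from limma). In hepatocytes it was level at -0.061 (adjusted p = 0.966 from limma), and the sign depended on single libraries, with 0.75 without WT replicate 3, 0.033 without *Cdk1* Liv-/- replicate 1 and -0.69 without WT replicate 2. The difference between compartments was -1.86 for *Col1a1* (adjusted p = 0.192), and passed only without WT hepatocyte replicate 2 (0.0463, in a range of 0.0463 to 0.352).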

To investigate fibrosis, liver sections were stained with Sirius Red to detect collagen deposition, a major component of extracellular matrix. In WT, the levels of collagen and, therefore, fibrosis was low at all time points measured and was restricted to the periportal and pericentral areas as expected (Fig 4D). In contrast, Sirius Red staining remained elevated, with periportal and pericentral staining approximately 5-fold higher than in WT, and a general increase in parenchymal staining suggesting classic bridging formation between periportal regions (Fig 4E). This indicated that loss of CDK1 in the liver resulted in elevated levels of fibrosis in the absence of external insults as early as P14.

### Chemokine levels in the liver and hepatocytes

Cells with DNA damage secrete a complex secretome that modulates both the immune cell milieu as well as the surrounding microenvironment [49]. To analyse this proinflammatory effect further, we screened our RNAseq data for inflammatory genes that were differentially expressed between WT and *Cdk1*^*Liv-/-*^ hepatocytes and whole liver. 

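In whole liver, 34 of the 37 tested cytokines and chemokines on the list were higher in *Cdk1* Liv-/-, with a median log2 fold change of 0.73, or 0.55 above that of all genes (camera adjusted p = 0.00885, fry adjusted p = 0.00324). With only genes of a mean FPKM of at least 1, camera did not pass (adjusted p = 0.139), and the adjusted p ranged from 7e-05 to 0.470 over all alternatives, the highest with the estimated correlation. Of the 37, 22 passed an adjusted p of 0.1 as higher and 1, *Cxcl12*, as lower over all genes. The same number, 23, passed adjusted over the list alone, and 16 were called. In isolated hepatocytes the list did not pass camera (median 0.18, adjusted p = 0.309), with 22 members higher and 15 lower, though fry gave an adjusted p of 0.0772. With only genes of a mean FPKM of at least 1, camera placed the list lower there (median 0.040, adjusted p = 0.988, the highest over all alternatives). Over all genes, 12 members passed as higher and 6 as lower there, and 24 passed adjusted over the list alone. *Cxcl14* and *Cxcl1* rose most in hepatocytes, by 3.34 and 2.77 on the log2 scale, and *Il1b* and *Il1a* fell most, by 2.01 and 1.82. The change in hepatocytes lay below that in whole liver by a median difference of -0.67 (camera adjusted p = 0.00171, fry adjusted p = 0.0496). For the difference, 8 members passed over all genes and 18 adjusted over the list alone.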

As expected, many cytokines and inflammatory-related genes were up-regulated in the liver of *Cdk1*^*Liv-/-*^ (Fig 5A). To further explore how this translated into a difference in the secretome, a cytokine protein array was performed on whole liver lysates. 

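In whole liver, *Ccl2* (ENSMUSG00000035385, chromosome 11) rose from 1.04 ± 0.118 to 14.4 ± 5.68 FPKM (SD, n = 3 each), a log2 fold change of 3.20 (standard error 0.28, adjusted p = 0.00152 from limma). *Cxcl10* (ENSMUSG00000034855, chromosome 5) rose from 6.36 ± 0.671 to 44.8 ± 19.8 FPKM (SD, n = 3 each), by 2.63 (standard error 0.33, adjusted p = 0.00432 from limma). For *Timp1* (ENSMUSG00000001131, chromosome X) the values were 0.500 ± 0.304 and 23.7 ± 5.64 FPKM (SD, n = 3 each), a log2 fold change of 4.62 (standard error 0.26, adjusted p = 0.000416 from limma). *Il1rn* (ENSMUSG00000026981, chromosome 2) rose from 3.44 ± 1.76 to 11.7 ± 5.32 FPKM (SD, n = 3 each), by 1.63 (standard error 0.40, adjusted p = 0.0282 from limma). These 4 genes stayed called with each whole liver library left out in turn, and no *Cdk1* Liv-/- library overlapped a WT library. *Cxcl12* (ENSMUSG00000061353, chromosome 6) fell from 177 ± 16.9 to 123 ± 18.1 FPKM (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.13, adjusted p = 0.0279 from limma). It had the smallest log2 fold change of the 37 cytokines and chemokines on the list and is short of the fold change threshold. *Ccl5* (ENSMUSG00000035042), at -0.16 (adjusted p = 0.586 from limma), and *Ccl12* (ENSMUSG00000035352), at 0.74 (adjusted p = 0.217 from limma), did not pass. Without *Cdk1* Liv-/- replicate 2 *Ccl5* was at -0.39, with an adjusted p of 0.0440, in a range of 0.0440 to 0.928 over all alternatives.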

We detected elevated levels of CCL2, CXCL10, IL-1Rn, and TIMP1 as well as decreased levels of CXCL12 in *Cdk1*^*Liv-/-*^ livers compared to WT livers (Fig 5B), which were also the most differentially regulated in the whole liver transcriptomics (Fig 5C). 

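In isolated hepatocytes, *Ccl2* rose from 0.600 ± 0.395 to 4.49 ± 1.42 FPKM (SD, n = 3 each), a log2 fold change of 2.21 (standard error 0.33, adjusted p = 0.0126 from limma). *Timp1* rose from 0.0900 ± 0.0557 to 9.83 ± 2.97 FPKM (SD, n = 3 each), by 4.09 (standard error 0.24, adjusted p = 0.0011 from limma). *Cxcl10* rose from 3.48 ± 0.456 to 15.2 ± 2.30 FPKM (SD, n = 3 each), by 1.98 (standard error 0.15, adjusted p = 0.00193 from limma). These 3 genes were called with each library left out in turn. *Il1rn* was at 1.86, 1.60 and 4.39 FPKM in the WT and at 5.55, 3.39 and 9.57 FPKM in the *Cdk1* Liv-/- libraries, which overlap. Its log2 fold change of 1.10 (standard error 0.45, adjusted p = 0.176 from limma) was not called, with adjusted p-values between 0.108 and 0.374 as single libraries were left out. Over the other alternatives the adjusted p ranged from 0.0612 to 0.326, and *Il1rn* passed only with the replicate number as a term (0.0612). *Cxcl12* fell from 138 ± 13.6 to 60.5 ± 16.3 FPKM (SD, n = 3 each), by 1.22 (standard error 0.21, adjusted p = 0.0201 from limma). Without *Cdk1* Liv-/- hepatocyte replicate 3 it fell by 0.98, short of the threshold, and with the two-sample test and q-values it did not pass (q-value 0.110, in a range of 0.00112 to 0.110 over all alternatives). The difference of the change between compartments did not pass for any of these 5 genes, with adjusted p-values of 0.214 for *Ccl2*, 0.420 for *Timp1*, 0.324 for *Cxcl10*, 0.662 for *Il1rn* and 0.148 for *Cxcl12*. For *Ccl2* it passed without WT hepatocyte replicate 2 (0.0918, in a range of 0.0918 to 0.506), and for *Cxcl10* without *Cdk1* Liv-/- whole liver replicate 3 (0.0899, in a range of 0.0899 to 0.533). With a pseudocount of 0.1 the difference for *Timp1* was 0.31 in place of -0.52. *Ccl5* changed by -1.36 in hepatocytes (adjusted p = 0.111 from limma) and was called without *Cdk1* Liv-/- hepatocyte replicate 1 (-1.80, adjusted p = 0.0557), with only genes of a mean FPKM of at least 1 (0.0815), with median-ratio size factors (0.0992) and with all 12 libraries in the fit (0.0230), in a range of 0.0230 to 0.247 over all alternatives. *Ccl12* was at most 0.09 FPKM in every hepatocyte library.

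**Figure D1:**
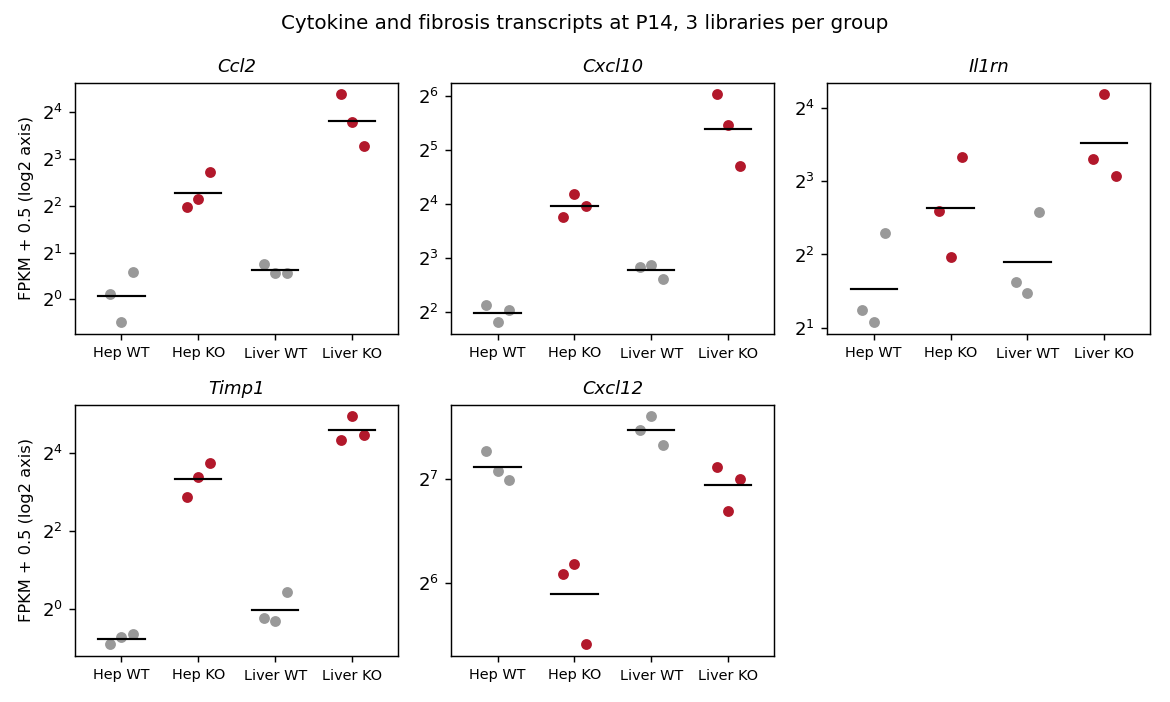
FPKM + 0.5 on a log2 axis for 5 transcripts in isolated hepatocytes (Hep) and whole liver of WT (grey) and *Cdk1* Liv-/- (KO, red) mice at P14. Each point is 1 library, 3 per group, and each line is the mean on the log2 scale. *Ccl2*, *Cxcl10* and *Timp1* are higher in every KO library than in every WT library of the same compartment.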

Notably, *Ccl2*, *Timp1*, *Cxcl10*, and *Il1rn* mRNA levels were also increased in isolated *Cdk1*^*Liv-/-*^ hepatocytes, suggesting a contributory role of *Cdk1*^*Liv-/-*^ hepatocytes to the immune response.

**Fig 5:**
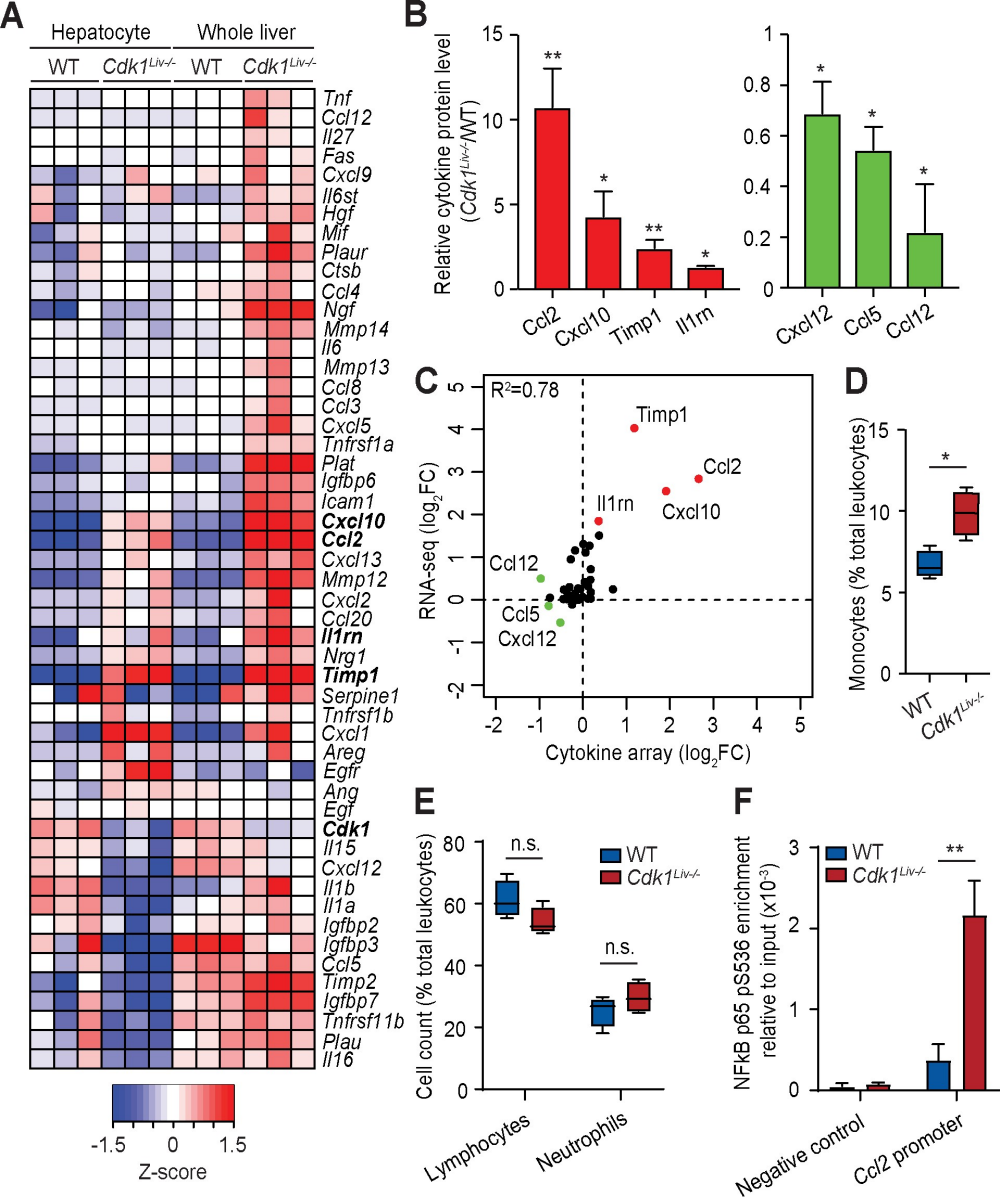
Characterization of the inflammatory response in *Cdk1*^*Liv-/-*^ liver. (A) Heat map of inflammation-associated genes from the RNAseq analysis. Color scale represents Z-score. (B) Cytokine array of lysates from P14 whole liver (n = 3 per genotype). (C) Correlation plot of cytokine levels from the RNAseq analysis and the cytokine array. Whole blood from wild type (WT) and *Cdk1*^*Liv-/-*^ mice were analyzed for (D) monocytes, (E) lymphocytes and neutrophils and shown as a percentage (%) of the total number of leukocytes analyzed from the same mouse (n = 4 per genotype). (F) ChIP for NFκB p65 pS536 from lysates of isolated hepatocytes, probing for the *Ccl2* promoter by qPCR (n = 3 per genotype). Error bars represent S.E.M.

CCL2 is a chemokine that promotes emigration of monocytes from the bone marrow into the circulation and their recruitment to sites of inflammation [50, 51]. Parallel to the rise in CCL2 levels, we detected a specific increase in circulating monocytes in the blood (Fig 5D), but not lymphocytes or neutrophils (Fig 5E). Elevated monocyte infiltration into the liver induced by CCL2 might, in part, explain the increase of F4/80^+^ cells (see Fig 4A and 4B).

CCL2 expression can be directly driven by NFκB, with the p65 subunit binding to the promoter of the *Ccl2* gene [52]. Since p65 can be phosphorylated at Ser 536 downstream of active p53 to promote NFκB-dependent transcription [53], we performed chromatin immunoprecipitation (ChIP) to test whether there was greater binding of p65 to the *Ccl2* promoter. Indeed, in *Cdk1*^*Liv-/-*^ hepatocytes, there was greater localization of NFκB p65 phosphorylated at serine 536 (NFκB p65 pS536) at the *Ccl2* promoter (Fig 5F). This suggests that the increase in CCL2 might be due to enhanced NFκB signaling, which might in turn be activated by greater p53 activity (Fig 2). In support, “I-kappaB kinase/NF-kappaB signalling” (Fig 3F Cluster 2) appears as an enriched gene ontology for up-regulated genes in not only whole liver transcriptomics, but also in isolated hepatocytes (Fig 3F).

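Of 25 NF-kappaB target genes on the list, 19 were higher in *Cdk1* Liv-/- hepatocytes, with a median log2 fold change of 0.54 (camera adjusted p = 0.00273, fry adjusted p = 0.0216). An adjusted p of 0.1 was passed by 12 members as higher and 2 as lower over all genes, and by 18 adjusted over the list alone. *Lcn2* and *Saa3* rose most, by 6.00 and 3.58 on the log2 scale. In whole liver 23 were higher, with a median of 1.14, or 0.96 above that of all genes (camera adjusted p = 0.000179, fry adjusted p = 0.00328). There 22 passed by either adjustment. Over all genes these were 21 as higher and 1, *Sod2*, as lower (-0.33, adjusted p = 0.0280 from limma). *Lcn2* rose by 5.19 there. The change in hepatocytes lay below that in whole liver, by a median difference of -0.47 (camera adjusted p = 0.0125, fry adjusted p = 0.0645). For the difference, 6 members passed over all genes and 7 adjusted over the list alone. For the term "I-kappaB kinase/NF-kappaB signaling", S2 Table gives 5 genes as higher in hepatocytes and 12 in whole liver, with the paper's reported p-values of 0.0735 and 0.00238. All 5 and all 12 had an adjusted p of at most 0.1 as higher here, in the libraries on which the paper chose them.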

To ensure that the phenotype we described is not only observed in *Cdk1*^*Liv-/-*^ mice, we checked for fibrosis in a different mouse model of impaired hepatocyte proliferation, the *Ccna2*^*Liv-/-*^ mice, in which *Ccna2* (cyclin A2), an activator of CDK activity, is deleted specifically in hepatocytes using Albumin-Cre. We had previously reported that knocking out *Ccna2* in the liver impairs proliferation of hepatic cells [54]. As seen in *Cdk1*^*Liv-/-*^ liver, *Ccna2*^*Liv-/-*^ hepatocytes exhibit increased size (Fig 6A and 6B), although the magnitude of size increase was not as much as *Cdk1*^*Liv-/-*^ hepatocytes with the increase occurring slower and later in post-natal development. This is supported by flow cytometry analysis of DNA content in isolated hepatocytes (Fig 6C), which revealed significantly reduced percentage of cells with 2C content and greater percentage of cells >2C content. Unexpectedly, unlike *Cdk1*^*Liv-/-*^ hepatocytes, which exhibited distinct peaks that likely correspond to complete genome replication albeit being in a polyploid state, *Ccna2*^*Liv-/-*^ hepatocytes exhibit a DNA content profile resembling aneuploidy exacerbated by DNA re-replication. This might be due to the importance of cyclin A2 in maintaining DNA integrity during DNA replication and chromosome segregation [55]. Nevertheless, obvious areas of immune infiltration were also observed in H&E sections (Fig 6A, arrows), and when we probed sections of *Ccna2*^*Liv-/-*^ liver for fibrosis, we noted increased fibrosis from P42 onwards (Fig 6D and 6E). This hints at the presence of liver injury in *Ccna2*^*Liv-/-*^ mice even though no exogenous liver injury was applied and suggests that the inflammatory and fibrotic phenotype observed in *Cdk1*^*Liv-/-*^ liver may be relevant in other cases where hepatocyte proliferation is impaired.

**Fig 6:**
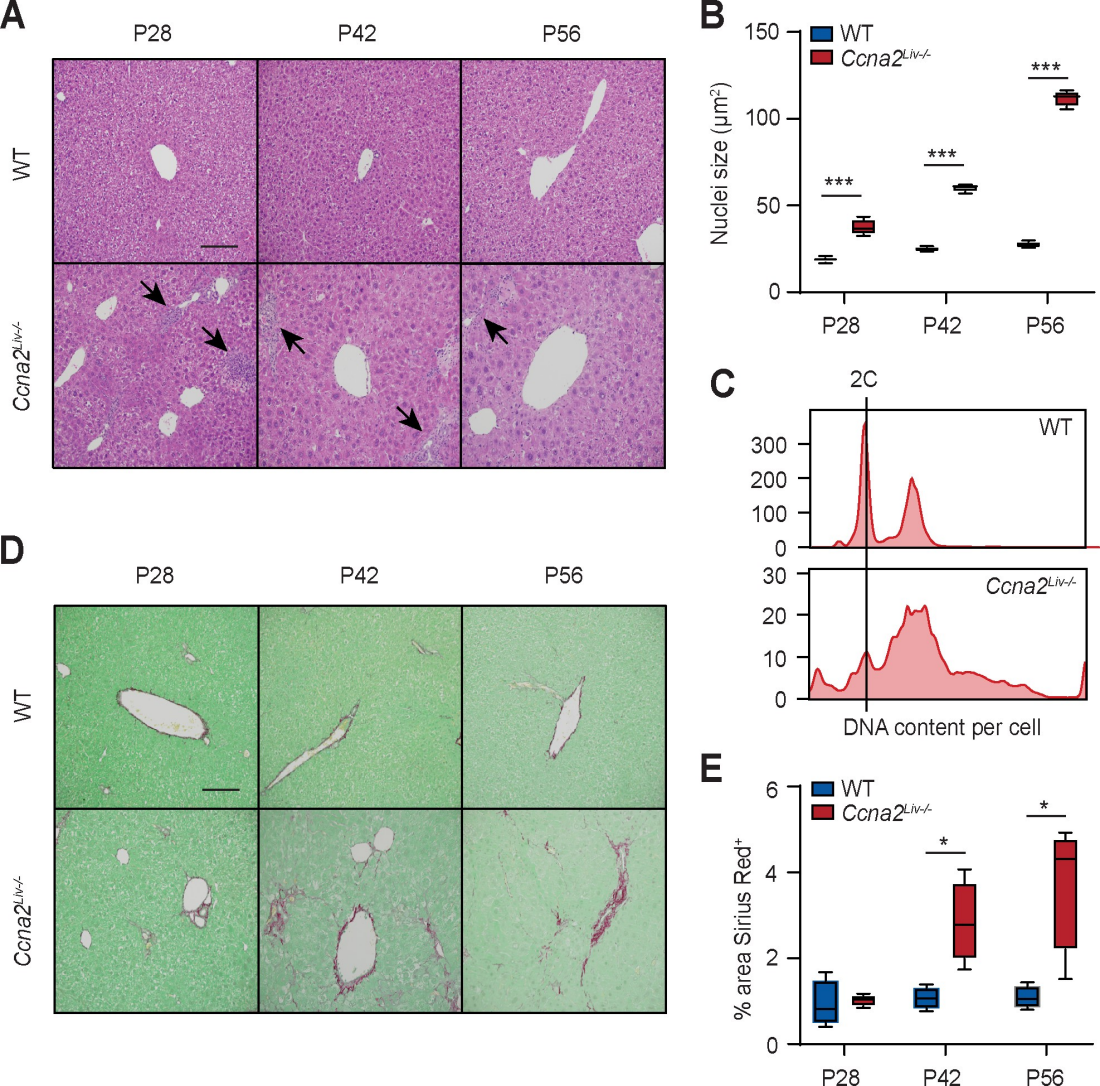
*Ccna2*^*Liv-/-*^ liver exhibits hypertrophy and fibrosis. (A) Representative H&E images of liver sections. Arrows point to areas of immune infiltration. (B) Quantification of nuclei size of hepatocytes using at least 500 hepatocytes per mouse (n = 4 per genotype per time point). (C) DNA content analysis by flow cytometry of propidium iodide-stained hepatocytes isolated from wild type (WT) and *Ccna2*^*Liv-/-*^ mice at P84. (D) Representative images of Sirius Red-stained liver sections. (E) Quantification of Sirius Red-stained area using at least 10 images per mouse (n = 4 per genotype per time point). Error bars represent S.E.M.

### Blocking DNA replication prevents inflammatory and fibrotic phenotype

Hepatocytes are one of the rare differentiated cell types that exist as diploid as well as polyploid, but under normal conditions, polyploid cells are largely binuclear and the degree of polyploidy rarely exceeds 8C [56]. In contrast, in liver diseases like NAFLD and NASH, it was observed that the percentage of mononuclear polyploid cells and the degree of polyploidy is significantly increased, fueling the hypothesis that “pathological” polyploidy may be a driver of the disease [12]. In addition, polyploidy has been suggested to trigger a DNA damage response [57]. To understand whether “pathological” polyploidy contributes to the phenotypes observed in *Cdk1*^*Liv-/-*^ liver, we wanted to prevent DNA re-replication by removing the *Cdk2* gene in *Cdk1*^*Liv-/-*^ mice, creating compound knockout (DKO) mice. DKO mice were not born at Mendelian ratio in a *Cdk1*-null background (S3 Table). Nevertheless, we did not observe perinatal lethality, suggesting that embryonic lethality was a likely cause of DKO pups being born at lower-than-expected ratio. Fortunately, this phenotype was not completely penetrant and despite the loss of both CDK1 and CDK2 in the hepatocytes (Fig 7A), we were able to obtain DKO mice that survived, albeit with a lower liver to body weight ratio (Fig 7B).

**Fig 7:**
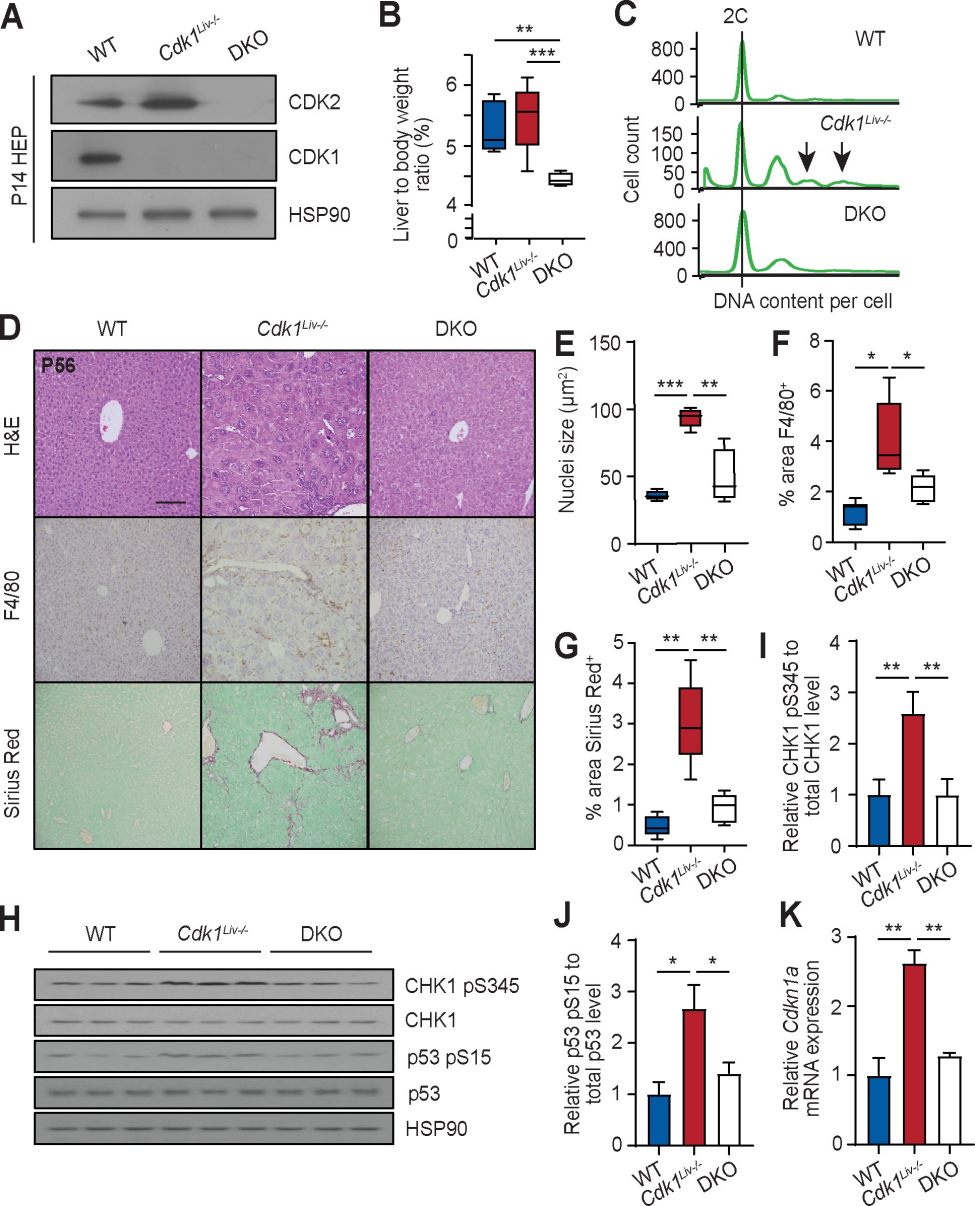
*Cdk2* knockout rescues phenotype of *Cdk1*^*Liv-/-*^ liver. (A) Immunoblot of lysates from P14 hepatocytes isolated from wild type (WT), *Cdk1*^*Liv-/-*^ and double knockout (DKO) mice, probed for CDK1 and CDK2 with HSP90 as loading control. (B) Ratio of liver weight to body weight, shown in percentage [%] (at least n = 4 per genotype). Error bars represent S.D. (C) DNA content analysis by flow cytometry of propidium iodide-stained hepatocytes isolated from wild type (WT), *Cdk1*^*Liv-/-*^, and double knockout (DKO) mice at P14. (D) Representative H&E images, immunohistochemistry images of sections stained for F4/80 (brown), and Sirius Red-stained images of liver sections. (E) Quantification of nuclei size of hepatocytes using at least 300 hepatocytes per mouse (n = 5 per genotype). (F) Quantification of F4/80^+^ area using at least 4 images per mouse (at least n = 5 per genotype). (G) Quantification of Sirius Red-stained area using at least 4 images per mouse (n = 5 per genotype). (H) Immunoblot of lysates from P14 isolated hepatocytes probed for CHK1 pS345, total CHK1, p53 pS15, and total p53, using HSP90 as loading control. Quantification of ratio of (I) CHK1 pS345 to total CHK1 levels and (J) p53 pS15 to total p53 levels. (K) qPCR for *Cdkn1a* mRNA expression in P14 isolated hepatocytes (n = 3 per genotype). Error bars of all graphs represent S.E.M. unless otherwise stated. Error bars of immunoblot quantification represent S.D. Scale bar of all microscopy images represent 50μm.

Hepatocytes isolated from the DKO mouse did not exhibit polyploidy (Fig 7C, S7 Fig), confirming that CDK2 is indeed driving DNA re-replication in the *Cdk1*^*Liv-/-*^ liver *in vivo* as has been shown for MEFs *in vitro* [15]. While the level of ploidy in the *Cdk1*^*Liv-/-*^ hepatocytes at P14 is not as high as in adult mice (see Fig 2), we ascribe this mostly to a difference in the genetic background and age of these mice. Nevertheless, *Cdk1*^*Liv-/-*^ hepatocytes displayed a trend towards increased ploidy level, as seen by the higher 4C and the presence of 8C and 16C peaks indicated by arrows, with a correspondingly lower 2C peak even though equal numbers of cells were assessed and by P56, they exhibit the same phenotype as described earlier (see Fig 4). Interestingly, the size of DKO hepatocytes were larger than WT but not as large as *Cdk1*^*Liv-/-*^ hepatocytes (Fig 7D-E), supporting the idea that hypertrophy upon loss of hepatocyte division is partly dependent on polyploidy. Immunohistochemical staining for F4/80 as well as Sirius Red staining for fibrosis revealed reduced immune infiltration (Fig 7F) and fibrosis (Fig 7G) in DKO liver compared to *Cdk1*^*Liv-/-*^. When we probed the lysates of P14 isolated hepatocytes for markers of DNA damage (Fig 7H), we observed increased phosphorylation of CHK1 and p53 (Fig 7I and 7J) in *Cdk1*^*Liv-/-*^ hepatocytes, confirming what we described in P56 whole liver lysates (Fig 2) and implicating that DNA damage occurs as early as P14. In addition, we also noted that CHK1 and p53 phosphorylation was reduced in DKO hepatocytes to approximately the same level as WT hepatocytes (Fig 7I and 7J). Correspondingly, mRNA expression of *Cdkn1a* was also decreased back to WT levels in the absence of CDK2 (Fig 7K). This suggests that polyploidy or CDK2 itself has direct implications in promoting the DNA damage response, which in turn triggers the inflammatory phenotype observed in the liver of *Cdk1*^*Liv-/-*^ mice.

Overall, our data indicate that inhibiting hepatocyte division by deleting *Cdk1* or *Ccna2* right after birth leads to polyploidy that causes DNA damage early in development, which eventually results in inflammation that the damaged liver cannot resolve.

## Discussion

The ability of differentiated hepatocytes to re-enter the cell cycle is unique and is not only important for liver regeneration during acute injury (e.g. partial hepatectomy) but may also play a role in response to chronic injury. Here, it was our aim to investigate whether ablation of the hepatocyte self-renewal capacity would have any immediate consequences. Therefore, we focused on the analysis of liver two weeks after birth, a time point at which hepatocytes were still actively dividing, to understand the phenotypic changes in the absence of exogenous liver injury. A side effect of our approach of deleting the *Cdk1* gene was that *Cdk1*-deficient livers have significantly enlarged hepatocytes which is accompanied by increased polyploidy as we have described before [15, 32]. Therefore, we were also able to investigate the role of “pathological” hepatocyte polyploidy, which has been previously observed in liver disease. Finally, we were able to prevent the development of polyploidy by ablating CDK2 in the *Cdk1*^*Liv-/-*^ background (Fig 7C), which rescued the inflammation (Fig 7F) and decreased fibrosis (Fig 7G) in the double knockout liver (*Cdk1*^*Liv-/-*^*Cdk2*^*-/-*^).

Polyploidy occurs in normal human liver, with a majority of hepatocytes being binuclear tetraploids [56]. Physiologic polyploidy has been suggested to provide protection against genotoxic stress [58] and oncogenic loss of heterozygosity [23]. However, excessive polyploidy (>8C) and mononuclear polyploidy is increased in many cases of liver disease such as NAFLD/NASH [12] and viral hepatitis [25]. In our study, we have found that G2 phase-arrested *Cdk1*^*Liv-/-*^ hepatocytes undergo multiple rounds of DNA re-replication *in vivo* (Fig 1), eventually culminating in an elevation of octa- and higher levels of ploidy (Fig 2A). CDK1 kinase activity is essential for cell division and inhibition of CDK1 activity is sufficient to prevent mitotic progression [59] and block hepatic tumorigenesis [15]. Hence, despite the increase in cell cycle and cytokine-associated gene expressions (Fig 3G, S3 and S4 Figs), the loss of CDK1 kinase activity led to *Cdk1*^*Liv-/-*^ hepatocytes being unable to undergo mitosis (and correspondingly, nuclear division) as well as cytokinesis. This likely explains the presence of increased mononuclear polyploid hepatocytes, reflecting the occurrence of possible pathological polyploidization in *Cdk1*^*Liv-/-*^ liver.

The presence of pathological polyploidy could potentially activate the DNA damage response due to increased gene dosage of genes involved in the DNA damage pathway [57]. Additionally, excessive CDK2 activity in the absence of CDK1 leading to persistent DNA re-replication [15] can also trigger the DNA damage response due to increased stalled replication forks and exposure of single-stranded DNA at fragile sites in the genome [35, 60]. Indeed, our transcriptomic analysis (Fig 3), coupled to increased γH2AX, phosphorylated CHK1 and phosphorylated p53 (Fig 2), suggested the presence of DNA damage leading to activation of p53 and the DNA damage response in *Cdk1*^*Liv-/-*^ hepatocytes. With the absence of these phenotypes in the DKO mice (Fig 7C–7J), our study proposes a more direct role of DNA re-replication and polyploidy or CDK2 itself in these pathological processes.

The activation of p53 might be responsible for the increased incidence of apoptosis among isolated *Cdk1*^*Liv-/-*^ hepatocytes [38], shown by the elevated expression of pro-apoptotic genes and the cytoplasmic release of mitochondrial cytochrome c (S1 Fig), as well as the presence of a sub-G1 population of cells upon flow cytometry (Fig 7C, S1D Fig). Interestingly, a recent publication found that *TP53-*mutated hepatocellular carcinoma (HCC) is associated with pathological polyploidy, but not *Tert*- or *Ctnnb1*-mutated HCC [56]. While one can envision the development of pathological polyploidy in p53-deficient cells given the importance of p53 in the DNA damage response, from another angle, this observation agrees with our hypothesis. This is because only upon loss of p53 function would the development of pathological polyploidy in hepatocytes not induce p53-dependent apoptosis, thereby allowing transformation of hepatocytes to HCC.

There is increased evidence linking inflammation with the progression of advanced liver diseases like NAFLD and NASH [61]. In the *Cdk1*^*Liv-/-*^ mouse model, we observe the presence of F4/80^+^ Kupffer cells starting at P14 and there was an early onset of inflammation in the absence of any external insult (Fig 4). This was possibly due to NFκB signalling triggered by p53 activity downstream of DNA damage (Fig 8). In particular, p53-dependent activation of NFκB acts via a non-canonical pathway involving the phosphorylation of NFκB p65 subunit by RPS6KA1 at S536 [53], although we cannot exclude the contribution from other signalling pathways given that S536 can be phosphorylated by a multitude of kinases [62]. NFκB p65 pS536 is then able to target genes such as *Ccl2* (Fig 5F), hence inducing increased expression of *Ccl2*. CCL2 can then promote increased immune infiltration of monocytes (Fig 4A and 4B) causing an inflammatory phenotype.

**Fig 8:**
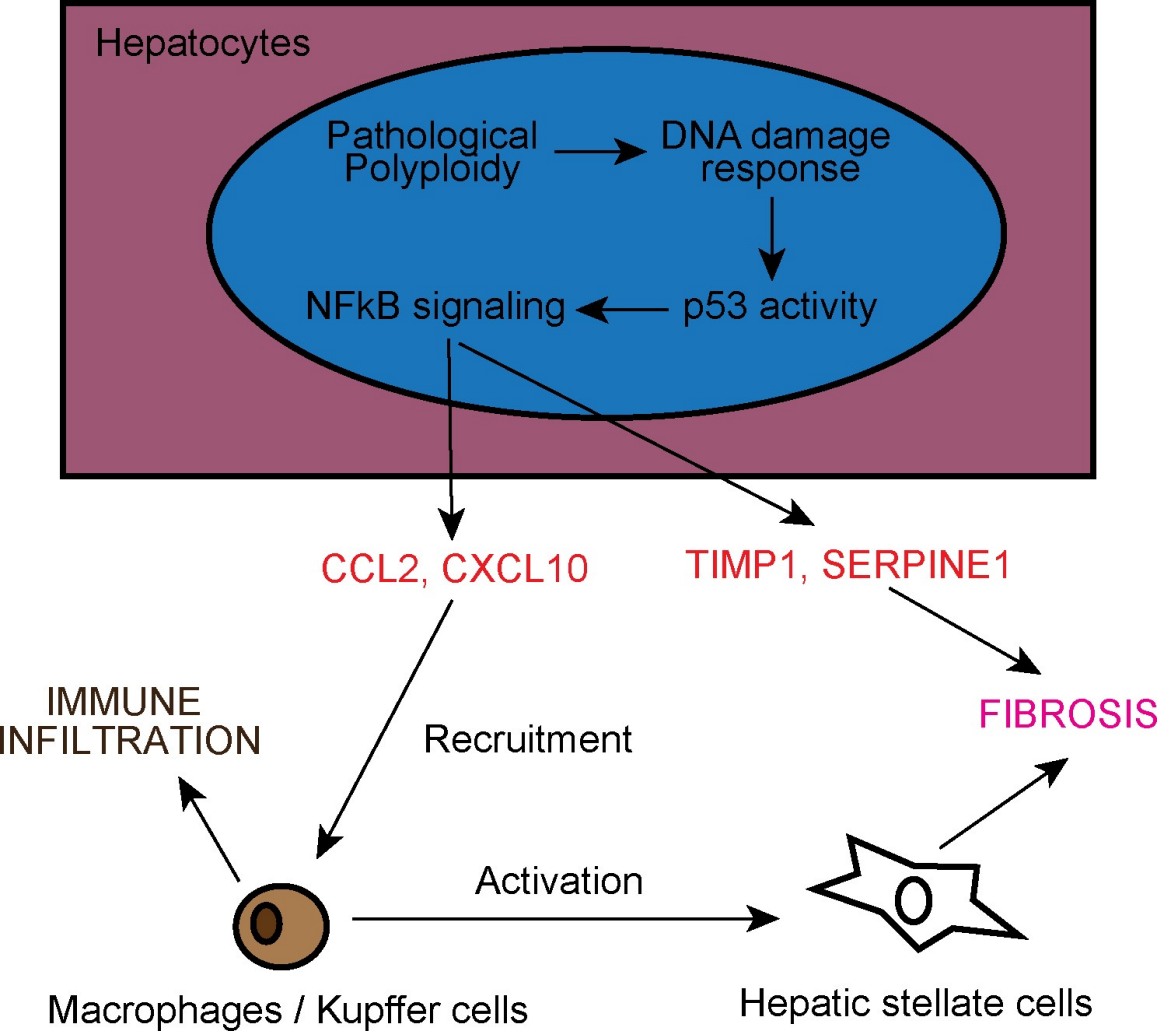
Model of liver inflammation and fibrosis in *Cdk1*^*Liv-/-*^ liver. Pathological polyploidy in *Cdk1*^*Liv-/-*^ hepatocytes activates p53 as part of the DNA damage response, which in turn triggers NFκB signaling. NFκB then induces expression of CCL2, and possibly CXCL10, SERPINE1, and TIMP1. CCL2 and CXCL10 recruit monocytes and macrophages leading to immune cell infiltration in the liver. Immune cells subsequently activate hepatic stellate cells to drive liver fibrosis. Separately, SERPINE1 and TIMP1 secreted by hepatocytes also promote the development of fibrosis by blocking the activity of proteases that breakdown extracellular matrix.

CCL2 is commonly associated with the pathogenesis of fibrosis. For example, increase in serum levels of CCL2 is associated with progression from hepatic steatosis to NASH [63], and CCL2 expression is correlated with disease severity in Hepatitis C-dependent liver fibrosis [64]. On the other hand, pharmacological inhibition of CCL2 accelerated fibrosis resolution in mouse models of liver fibrosis [65], thereby supporting the development of drugs targeting CCL2 receptors for NASH therapy [66]. As expected, with the increase in CCL2 levels, fibrosis was present in the *Cdk1*^*Liv-/-*^ liver, apparent by the up-regulation of fibrosis-associated genes (Fig 4C) and prevalent Sirius Red staining (Fig 4D). While most studies on fibrosis focus on the interactions between immune cells and hepatic stellate cells, our data suggest that hepatocytes are directly involved in promoting fibrosis (Fig 8) through up-regulation of *Ccl2* and *Cxcl10* to initiate inflammation, and also *Timp1* and *Serpine1* (Fig 5A), which are both important modulators of fibrosis [67, 68]. Interestingly, *Cxcl10*, *Timp1* and *Serpine1* are transcriptional targets of NFκB [69–71], further supporting the activation of NFκB in hepatocytes. In this respect, the *Cdk1*^*Liv-/-*^ mouse model is a useful model to study the commencing process of liver inflammation that leads to fibrosis and thereby more severe liver diseases.

It is noteworthy that we also observed hepatocyte hypertrophy and liver fibrosis in *Ccna2*^*Liv-/-*^ mice (Fig 6), a different mouse model of impaired hepatocyte proliferation [54]. Similarly, previous work on Survivin, a mitotic factor required for proper assembly and dissemination of metaphase chromosomes, indicated that the loss of Survivin in liver resulted in a block in mitosis that led to polyploidy, liver damage, and fibrosis [28]. This implies that our observations are not limited to only the *Cdk1*^*Liv-/-*^ mouse model, but might be a more generally applicable principle where hepatocytes are defective in proliferation. This also proposes that the mechanism of liver damage (Fig 8) in such cases is likely to be similar, and is worth looking at as a potential therapeutic avenue for ameliorating phenotypes in liver diseases that affect hepatocyte division.

In summary, we report here the analysis of a model where hepatocytes lack the capacity to divide. Interestingly, this model displays many of the hallmarks that are found in human patients with liver disease. Most strikingly, the phenotypes of this model develop without any external insults (like high fat diet and methionine/choline-deficient diet). In other words, all of the phenotypes in the *Cdk1*^*Liv-/-*^ mice develop spontaneously, which indicates that the loss of self-renewal capacity of hepatocytes has broad effects on inflammation, DNA damage, and fibrosis. Furthermore, we provide much-needed evidence implicating direct contribution of polyploidy to liver pathology. It remains to been seen whether similar effects can be detected in the human liver and how this can be exploited therapeutically.

## Materials and methods

### Ethics statement

Organs used in this study were obtained from mice housed and handled according to the National Advisory Committee for Laboratory Animal Research (NACLAR) Guidelines with all animal experiments approved by the A*STAR Institutional Animal Care and Use Committee (protocol #171268).

### Genetic mouse models, liver isolation and blood tests

*Cdk1*^*Liv-/-*^ (*Cdk1*^*flox/flox*^ Albumin-Cre) mice [15, 32] and *Ccna2*^*Liv-/-*^ (*Ccna2*^*flox/flox*^ Albumin-Cre) mice [54] have been described previously. Double knockout (DKO; *Cdk1*^*flox/flox*^ Albumin-Cre, *Cdk2*^*-/-*^) mice lacking both CDK1 and CDK2 in the liver were generated by crossing *Cdk1*^*Liv-/-*^ mice with *Cdk2*^*+/-*^ mice [72] and sibling mated for at least three generations before those with the right genotype were collected for tissue collection. Only male mice were used for experiments as to avoid hormonal effects as confounding factors. Mice were fed with standard diet *ab libitum* and housed in Specific Pathogen Free (SPF) conditions under 12-hour light/dark cycle at the A* STAR Biological Resource Center (A*STAR BRC) in Singapore.

### RNA extraction, chromatin immunoprecipitation (ChIP), and quantitative real-time PCR (qPCR)

RNA was extracted from isolated hepatocytes using the TRIzol reagent (15596018; Thermo Fisher Scientific) according to the manufacturer’s protocol. For snap frozen liver tissues, samples were homogenized in TRIzol reagent in a MP Biomedicals Lysing Matrix D tube (Thermo Fisher Scientific) using the Precellys 24 homogeniser (Bertin Technologies). 2μg of RNA was used to prepare complementary DNA (cDNA) using the Maxima First Strand cDNA Synthesis Kit (K1641; Thermo Fisher Scientific). ChIP was performed as described before [73] using 2μL of anti-NFκB p65 pS536 antibody (#3033; Cell Signaling Technology) per ChIP sample. DNA was then isolated from eluted samples using ChIP DNA Clean & Concentrator (D5205; Zymo Research) in 20μL volume. qPCR was then performed with the Maxima SYBR Green qPCR Master Mix (K0221; Thermo Fisher Scientific) using 10ng cDNA or 1uL of ChIP input/sample per reaction. Analysis was performed via the 2^-ΔΔCt^ method [74] with *Eef2* (for cDNA) or input (for ChIP) as the normalizing control. Negative control for ChIP was a gene desert in chromosome 15 [75]. Primer sequences are available in S4 Table.

### Transcriptomic analysis

RNA from isolated hepatocytes and snap frozen liver tissues was extracted with the TRIzol reagent as above with alteration to the protocol. The aqueous phase after phase separation using chloroform was transferred to spin columns from PureLink RNA Mini Kit (12183025; Thermo Fisher Scientific) and washed with provided wash buffers. Treatment with rDNase (740963; Macherey-Nagel) was performed on column and eluted with provided RNase-free water. RNA fragmentation, library generation, and sequencing were performed as previously described [32]. The data from the RNA sequencing is shown in S1 Table and the raw data has been deposited at GEO under GSE159497 (WT and *Cdk1*^*Liv-/-*^ isolated hepatocytes and whole liver from 2-week-old mice).

### Basescope assay

Custom probes targeting *Cdk1* exon 3 were designed by ACDBio. Formalin-fixed liver sections were subjected to Basescope assay using the Basescope Detection Reagent Kit–RED (ACDBio) according to manufacturer’s protocol [76].

### Cytokine array

50mg of snap frozen liver tissue was homogenized using a dounce homogenizer in 500μL PBS supplemented with protease inhibitor cocktail (Sigma-Aldrich). 1μL of Triton X-100 was added and lysate was frozen at -80°C for at least 30 minutes. Lysates were then thawed and centrifuged at 13,000g for 10 minutes to remove any debris. Array was performed on the lysate using the Proteome Profiler Mouse Cytokine Array, Panel A (ARY006; R&D Systems) according to provided instructions, detection was done with 2mL of chemiluminescence substrate, and exposure to photographic film (Kodak), quantification was performed using ImageJ [77].

### Biological sample collection

Liver was harvested when mice reached the indicated timepoints and fixed in 10% neutral buffered formalin (NBF) for histology, frozen in Tissue-Tek OCT compound (Sakura Finetek) in liquid nitrogen-cooled isopentane for cryosections, or snap frozen in liquid nitrogen for RNA and protein extraction. Blood was collected by cardiac puncture, kept in lithium heparin-coated Microvette 500 LH (20.1345.100; Sarstedt), and analysed using the Comprehensive Diagnostic Profile rotor (500–0038; Abaxis) on the Vetscan VS2 (Abaxis) for liver function, or using the Hemavet 950 (Drew Scientific) for blood leukocyte counting. Embryonic day 14.5 (E14.5) hepatoblasts and postnatal day 14 (P14) hepatocytes were isolated using a previously published protocol [78].

### Protein extraction and immunoblotting

Protein extraction and immunoblotting were performed as previously described [32]. Mitochondria-cytoplasm fractionation of isolated hepatocytes was executed as detailed [79]. Antibodies used for immunoblotting include anti-CDK1 (1:1000; ab18; Abcam), anti-CDK2 (1:200; sc-6248; Santa Cruz Biotechnology), anti-CHK1 (1:400; sc-8408; Santa Cruz Biotechnology), anti-CHK1 pS345 (1:500; 2348; Cell Signaling Technology), anti-COX IV (1:500; 4844; Cell Signaling Technology), anti-CYC (1:1000; 4280; Cell Signaling Technology), anti-p21^*Cdkn1a*^ (1:200; sc-6246; Santa Cruz Biotechnology), anti-p53 (1:2000; #9282; Cell Signaling Technology), anti-p53 pS15 (1:2000; #9284; Cell Signaling Technology), anti-TUBB (1:5000; MRB-435P, Covance Antibody Products) and anti-HSP90 (1:5000; 610418; BD Biosciences). Quantification of blots was done using ImageJ software [77].

### Hematoxylin & eosin (H&E) and sirius red staining

Liver tissues were fixed in 10% NBF for 24 hours, dehydrated via ethanol baths and then embedded in paraffin blocks using a Leica EG1160 machine. Paraffin-embedded tissues were sectioned to 5μm thickness, adhered to Superfrost Plus slides (4951PLUS; Thermo Fisher Scientific), and dried overnight. Slides were de-paraffinized in xylene baths and re-hydrated in de-ionized water. H&E staining of re-hydrated slides was performed as before [80]. For Sirius Red staining, rehydrated sections were stained in Picro-Sirius Red stain (ab246832; Abcam) for 4 hours and washed in running water for 2 minutes. Stained slides were dehydrated in isopropanol baths and xylene before being mounted with Eukitt quick-hardening mounting medium (Sigma-Aldrich) and coverslip and allowed to dry overnight. Images were captured using the Olympus BX-61 upright microscope with 20x air lens or 40x oil lens. Quantification of Sirius Red-positive area was done using Fiji [81].

### Immunohistochemistry and immunofluorescence

Formalin-fixed liver sections from paraffin blocks were de-paraffinized. De-paraffinized slides were submersed in 1% hydrogen peroxide (in methanol) to block endogenous peroxidase activity before being rehydrated in deionized water. Antigen retrieval was then performed either using Proteinase K solution or trisodium citrate solution. For antigen retrieval in Proteinase K solution, slides were incubated with 20μg/mL Proteinase K in Tris-EDTA buffer (10mM Tris-HCl pH8.0, 1mM EDTA) at 37°C for 20 minutes. Antigen retrieval in trisodium citrate solution has been described previously [82]. Following antigen retrieval, slides were washed in PBS and blocked in 1% BSA in PBS supplemented with 0.1% Tween (0.1% PBS-T). Slides were then incubated with primary antibodies diluted in 0.1% BSA in 0.1% PBS-T for 1 hour at room temperature before washing in 0.1% PBS-T. For immunohistochemistry, slides were subsequently developed using the Dako DAB + Substrate Chromogen System (Agilent) according to manufacturer’s protocol, washed with running water, counterstained with 10% Harris Hematoxylin solution, washed with running water, and then mounted as above. Images were captured using an Olympus BX-61 microscope. Antibodies used for immunohistochemistry were anti-F4/80 (1:200; MCA497GA; Bio-Rad) and anti-PCNA (1:1000; #2586; Cell Signaling Technology). For immunofluorescence, antigen retrieval was done as above, blocking, primary and secondary antibody incubations, and image acquisition were performed as previously described [82]. Antibodies used for immunofluorescence were anti-histone H3 pS10 (1:200; 06–570; Merck Millipore) and anti-γH2AX (1:150; 05–636; Sigma-Aldrich).

### Flow cytometry

Pelleted isolated hepatocytes were resuspended in complete DMEM containing 0.5mg/mL propidium iodide solution (Sigma-Aldrich) to a density of about 1x10^6^ cells per mL. DNA profile was analysed using the BD LSRII (BD Biosciences) and FlowJo software.

### Statistical analysis

All experiments were performed with at least three biological replicates. Statistical analyses, aside from RNAseq data analysis, Mendelian genetic analysis and quantification of binuclear/mononuclear hepatocytes, were performed with unpaired T-test with Welch’s correction using GraphPad Prism version 6 (GraphPad Software). Mendelian genetic analysis was performed with chi-square test and quantification of binuclear/mononuclear hepatocytes was analysed with two-way ANOVA using GraphPad Prism. Statistical significance was considered when p-value<0.05 and shown as: p-value<0.05 (*); p-value<0.01 (**); p-value<0.001 (***).

For RNAseq data analysis, sequence reads were aligned using the STAR mapper [83] and fragments per kilobase million (FPKM) quantification was performed using the RSEM tool [84]. A standard data quality control procedure was performed on the sequence alignment results using FastQC, and we chose not to perform data normalization upon inspecting the equal distribution of FPKM values across the samples. To remove artefacts of statistical analysis in extremely low abundance genes, a small fudge factor (0.5) was added to all FPKM values and differential expression analysis done using two sample T-test. We adjusted p-values for multiple testing by calculating q-values [85], and selected all genes with q-value 0.1 or lower as significantly differentially expressed genes. Raw data for all plots are listed in S5 Table.

## Supporting information

S1 Fig *Cdk1*^*Liv-/-*^ hepatocytes are prone to apoptosis. (A) qPCR for *Bcl2l11* and *Bbc3* mRNA expression in P14 isolated hepatocytes (n = 3 per genotype). (B) Immunoblot of mitochondria-cytoplasm fractionated lysates from P14 isolated hepatocytes, probing for cytochrome c (CYC), using β-tubulin (TUBB) as cytoplasmic marker and COX IV as mitochondrial marker. (C) Quantification of cytoplasmic cytochrome c, normalizing to β-tubulin as loading control. (D) Quantification of sub-G1 population of cells from flow cytometry experiments (at least n = 5 per genotype).
(TIF) Click here for additional data file.

S2 Fig (related to Fig 3). Detailed heat map of gene ontologies as has been described in Fig 3F. Color scale represents–log_10_(p-value).
(TIF) Click here for additional data file.

S3 Fig (related to Fig 3). (A) Detailed heat map for list of cell cycle associated genes. For description see Fig 3G. Color scale represents Z-score. (B) Validation of selected cell cycle genes by qPCR in P14 isolated hepatocytes (n = 3 per genotype).
(TIF) Click here for additional data file.

S4 Fig (related to Fig 3). Detailed heat map for list cytokinesis associated genes. Color scale represents Z-score.
(TIF) Click here for additional data file.

S5 Fig (related to Fig 3). Detailed heat map for list of DNA damage associated genes. Color scale represents Z-score. For description see Fig 3H.
(TIF) Click here for additional data file.

S6 Fig (related to Fig 4). Detailed heat map for list of fibrosis associated genes. Color scale represents Z-score.
(TIF) Click here for additional data file.

S7 Fig (related to Fig 6 and Fig 7). **Gating strategy for flow cytometry analysis of DNA content.** Propidium iodide-stained isolated hepatocytes were first gated for live cells in an FSC-A vs SSC-A plot, after which live cells were gated for singlets in an FSC-A vs FSC-H plot.
(TIF) Click here for additional data file.

S1 Table List of genes detected by RNAseq in wild-type (WT) and *Cdk1*^*Liv-/-*^ isolated hepatocytes and whole liver. (XLSX) Click here for additional data file.

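S1 Table lists FPKM per library, fold changes, p-values and q-values of the genes. The part of the table used here has 1998 genes, so no enrichment was computed from it. Its log2 fold changes match those computed on log2(FPKM + 0.1) within 0.011 for 100% of these genes, and match those on log2(FPKM + 0.5) for 10.8%. Its p-values match a two-sample test with unequal variances on log2(FPKM + 0.1) within 1% for 100% of these genes, and on log2(FPKM + 0.5) for 31.8%. Genes marked as changed in it have a mean of at least 5.04 FPKM in the higher group in hepatocytes and at least 5.01 FPKM in whole liver. Past a q-value of 0.1 and a log2 fold change of 1, 14 genes in hepatocytes and 21 in whole liver carry no mark, and their higher group has a mean of at most 4.92 and 4.99 FPKM.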

S2 Table List of gene ontologies enriched among statistically significant differentially expressed genes from the RNAseq data. (XLSX) Click here for additional data file.

S3 Table Distribution of *Cdk2* genotype in a *Cdk1*^*Liv-/-*^ background, with numbers and percentage (%) for each genotype. Deviation from Mendelian genetic ratio was calculated using chi-square test.
(XLSX) Click here for additional data file.

S4 Table List of primer sequences used for qPCR and ChIP-qPCR. (XLSX) Click here for additional data file.

S5 Table In separate sheets, the excel spreadsheet contains the numerical data for Figs 1A, 1D, 1F, 1H, 1I, 2A, 2B, 2D, 2F, 2G, 2I, 2J, 2K, 2L, 3A, 3B, 3C, 4B, 4C, 4E, 5B, 5D, 5E, 5F, 6B, 6E, 7B, 7E, 7F, 7G, 7I, 7J, 7K, S1A, S1C, S1D and S3B. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

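The data are 12 RNA-seq libraries from mice at P14, with 3 libraries each of WT isolated hepatocytes, *Cdk1* Liv-/- isolated hepatocytes, WT whole liver and *Cdk1* Liv-/- whole liver. The deposited values are FPKM, printed to 2 decimals, with 1 column per library. The authors prepared polyadenylated RNA with a TruSeq Stranded kit, sequenced single-end reads of 75 bp, ran FastQC, aligned with STAR and quantified genes with RSEM. The versions of these programs, the genome build and the annotation release are not given in the sources used here. The sums of the columns differ between libraries and no normalization between libraries was applied by the authors. Read counts were not used here, since the table holds FPKM only, so the methods for counts in edgeR and DESeq2 were not run. Genes were matched to chromosomes by Ensembl identifier in GENCODE M21, and of the 47069 genes listed, 46488 were found there. The table lists 194 symbols for more than 1 gene. Among the genes tested, 75 have the same 12 values as another gene.

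Depth was estimated from the table, because FPKM of weakly expressed genes take steps of 1 read. The step was fitted in each library on genes with transcripts of 300 to 900 bp and an FPKM of at most 0.5. At the fitted step, 64.0% to 71.5% of these genes lay close to a whole number of reads, where 17.9% to 25.1% would by chance. The tolerance for this was at least 0.03 reads, and wider where the rounding of FPKM stands for more reads. An FPKM of 1 on 1 kb of transcript then stands for 38.6 to 49.9 reads in WT hepatocytes, 34.9 to 40.5 in *Cdk1* Liv-/- hepatocytes, 41.7 to 43.4 in WT whole liver and 47.5 to 48.3 in *Cdk1* Liv-/- whole liver. A gene of 1 kb at the filter of 0.1 FPKM therefore rests on few reads, and changes of such genes are not detectable at this depth unless they are large. The estimate was tested on 3 simulated libraries of 9496 genes, where it was recovered with an error of 0.0%.

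Differences between the genotypes were tested within each compartment with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with eBayes and a trend of the spread with expression. The tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the 17386 genes with a mean FPKM of at least 0.1 over the 12 libraries. A gene was called at an adjusted p of at most 0.1 and a log2 fold change of at least 1 in size. Whether a change differed between hepatocytes and whole liver was tested as the interaction of genotype and compartment in 1 fit of all 12 libraries, which share 1 estimate of the spread. Where 1 library of a group is left out, the remaining ones are assumed to vary like the other groups. Within a compartment, 3 libraries against 3 leave 10% of genes not overlapping by chance. Replicate numbers were not taken as pairs. Across genes, the deviations of libraries with the same number from their group means had Pearson correlations of -0.37 to 0.29 between groups. A fit with the replicate number as a term was kept as an alternative.

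Groups of genes were tested with camera, at a preset correlation of 0.01 between genes, over 25 lists written by hand, and with fry and with camera at an estimated correlation as alternatives. The lists hold genes of S phase, G2/M phase, cytokinesis, p53 targets, DNA damage response and repair, NF-kappaB targets, cytokines and chemokines, acute phase, extracellular matrix and fibrosis, oxidative phosphorylation, the tricarboxylic acid cycle, fatty acid beta-oxidation, hepatocyte identity, fetal liver hepatocytes, periportal hepatocytes, pericentral hepatocytes, Kupffer cells and macrophages, monocytes, neutrophils, stellate cells and fibroblasts, sinusoidal endothelial cells, cholangiocytes, erythroid cells, B cells, and T and NK cells. Some genes are on several lists. The G2/M and cytokinesis lists share 7 genes, 11 of the 25 NF-kappaB targets are on another list, 9 of them on that of cytokines and chemokines, and 2 of the 14 stellate cell genes are on the extracellular matrix list. The Kupffer cell, monocyte, endothelial, erythroid and B cell lists share none. A further 3 lists, of hypoxia, interferon-gamma and type I interferon responses, were written after the values had been seen. They were used only for the deviations of single libraries from their group.

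The genes named in the text were set by a rule. It takes the genes that the paper names as changed or measured or labels in Fig 5B-C, and in each compartment the 3 called genes with the largest and the 3 with the smallest log2 fold change among those whose libraries do not overlap between the genotypes. For the interaction it takes the 3 genes with the largest and the 3 with the smallest difference past an adjusted p of 0.1 and a mean FPKM of at least 1. It adds *Xist* and 4 Y-linked genes, and of a list that is discussed the 2 members with the largest and the 2 with the smallest log2 fold change. The values in S1 Table had been seen for part of these genes. Genes outside the rule are named as chosen after their values were seen. Not every gene that the rule takes is reported here.

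Each result was computed again with 1 choice changed at a time. The alternatives set out in advance were pseudocounts of 0.1 and 1, no filter on low values, a filter at a mean FPKM of 1, no fold change threshold, an adjusted p of at most 0.05, all 12 libraries in 1 fit, limma without the trend, a two-sample test with unequal variances and q-values at pseudocounts of 0.5 and 0.1, FPKM rescaled to the same sum in every library, FPKM divided by median-ratio size factors, the replicate number as a term, and each library left out in turn. For principal components they were genes centred only, a pseudocount of 0.1 and a filter at a mean FPKM of 1. Chosen after seeing the data were principal components with each library left out, the two-sample test with q-values at a pseudocount of 0.5 and no fold change threshold, as the paper's methods word it, and the rule read from S1 Table with 4 other sets of genes tested under it. That rule is the two-sample test on log2(FPKM + 0.1), a q-value of at most 0.1 over both compartments together, a log2 fold change of at least 1 and a mean of at least 5 FPKM in the higher group.

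The steps were tested on simulated data. With 200 of 17386 genes changed by 2 on the log2 scale, 94% of them were recovered in hepatocytes, 94% in whole liver and 90.5% for the interaction, with 2, 4 and 13 unchanged genes passing. A list changed by 1 on the log2 scale was found in 20 of 20 simulations, in which a mean of 0.35 and at most 2 of 23 unchanged lists passed. Tables were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figure was drawn with matplotlib 3.10.9. Gene ontology annotation and the signature of S6 Fig were not used here, and S1 Table and S2 Table were read only in part, so no enrichment in them was computed. Imaging, blood chemistry and qPCR were not analysed here.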

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

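The difference of the change between hepatocytes and whole liver and the sex of each library were planned comparisons, while the tests of explanations in this part (other splits of the libraries, carry-over of non-parenchymal cells in general and in 1 library, depth through weakly expressed genes, the response to isolation, and the sex and label of 1 library) were chosen only after the results were seen.

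For 21 of 25 lists the change with genotype differed between the compartments at a camera adjusted p of at most 0.1, over all 12 libraries. The median difference of all genes was -0.11, and camera tests each list against the other genes. As the median difference of the log2 fold change, hepatocytes minus whole liver, 11 lists were higher: acute phase 0.49, S phase 0.28, G2/M phase 0.46, cytokinesis 0.47, DNA damage response and repair 0.24, p53 targets 0.054, oxidative phosphorylation 0.060, tricarboxylic acid cycle 0.076, hepatocyte identity 0.18, periportal 0.47 and pericentral hepatocytes 0.55. Another 10 were lower: sinusoidal endothelial cells -1.72, neutrophils -1.40, Kupffer cells and macrophages -1.39, stellate cells and fibroblasts -1.36, extracellular matrix and fibrosis -1.21, monocytes -1.09, erythroid cells -0.74, cytokines and chemokines -0.67, NF-kappaB targets -0.47 and fatty acid beta-oxidation -0.25. Relative to the median of all genes, the p53 targets, oxidative phosphorylation and beta-oxidation were at 0.16, 0.17 and -0.14. Under fry, 10 of the 21 also passed, those of acute phase and hepatocyte identity among the higher ones, and all of the lower ones except neutrophils (adjusted p = 0.229) and erythroid cells (0.211). With an estimated correlation none of the 21 passed, the lowest adjusted p being 0.404.

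Single libraries decide some of these differences. The neutrophil list did not pass without WT hepatocyte replicate 3 (0.147), *Cdk1* Liv-/- hepatocyte replicate 2 (0.178), WT whole liver replicate 2 (0.144) and *Cdk1* Liv-/- whole liver replicate 2 (0.104), in a range of 0.000885 to 0.525 over all alternatives. The erythroid list did not pass without WT hepatocyte replicate 3 (0.198), *Cdk1* Liv-/- hepatocyte replicate 3 (0.139) and WT whole liver replicate 2 (0.144), in a range of 0.00761 to 0.525. The oxidative phosphorylation list did not pass without *Cdk1* Liv-/- hepatocyte replicate 1 (0.360), where its median was -0.0073. The median of the p53 targets was -0.0020 without *Cdk1* Liv-/- hepatocyte replicate 1 and -0.055 without *Cdk1* Liv-/- whole liver replicate 1. The number of genes with a difference depends on the scaling. It was 409 with a higher and 1303 with a lower change in hepatocytes, and with median-ratio size factors 548 and 492. Of 100 splits of the libraries between the genotypes within each compartment, the real one included, 4 gave as many lists and 3 as many genes. Among them is the split that exchanges the genotypes in whole liver, with 7286 genes and 23 lists, since it sets the changes that the compartments share against each other. In splits that mix the genotypes, the effect of the genotype adds to the spread, which lowers their counts, so this count cannot exclude chance. Without WT whole liver replicate 1, 35 and 43 genes passed. The depth differs between the genotypes in opposite directions in the 2 compartments. With only genes of a mean FPKM of at least 1, 19 of the 21 lists passed in the same direction, with 366 and 1116 genes, which argues against depth, acting through weakly expressed genes, as the whole cause. A change in hepatocytes that is diluted in whole liver by other cells, and a response of the other cells themselves, are biological explanations that the design names and that stay open as untested.

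The lists of non-parenchymal cells that follow make up 5 of the 10 lower lists. A candidate explanation is that fewer such cells were carried over into the *Cdk1* Liv-/- hepatocyte preparations. The medians of the Kupffer cell, monocyte, neutrophil, stellate cell and endothelial lists lay between -1.72 and -1.09. For monocytes and neutrophils the difference comes mostly from the rise in whole liver, by 1.17 and 1.39. In hepatocytes these 2 lists did not pass, with medians of 0.13 and -0.22 and means of 0.051 and 0.51, though *Lyz2* and *S100a9* given below were lower there. The explanation came from these same medians, so they do not test it, and it cannot be told apart from a change in the cells themselves. The most abundant members in WT whole liver were chosen after their values were seen. In WT hepatocytes, *Cdk1* Liv-/- hepatocytes, WT whole liver and *Cdk1* Liv-/- whole liver, the group means were, for *Clec4f* at 61.8, 27.5, 94.4 and 103 FPKM, for *Lyz2* at 42.7, 24.6, 48.2 and 121 FPKM, for *S100a9* at 10.9, 7.13, 26.8 and 100 FPKM, for *Col3a1* at 69.5, 30.5, 174 and 422 FPKM and for *Egfl7* at 49.1, 11.4, 55.1 and 67.8 FPKM. WT hepatocyte replicate 3 has the highest mean of the endothelial list among the hepatocyte libraries, at a mean log2 value of 4.64 against 3.73 and 3.18 in the other WT libraries. Without it the median log2 fold change of that list in hepatocytes was -1.21 (camera adjusted p = 1.06e-10, in a range of 2.42e-11 to 0.455 over all alternatives), which argues against carry-over in this library alone as the cause for the endothelial list. For some other lists this stays open. Without this library the neutrophil list in hepatocytes was at 0.22 (adjusted p = 0.119, in a range of 0.119 to 0.988), its difference and that of the erythroid list did not pass, as given above, and the extracellular matrix list in hepatocytes was at -0.13 (adjusted p = 0.241, in a range of 1.38e-05 to 0.747). The cholangiocyte list rose in *Cdk1* Liv-/- hepatocytes, by a median of 0.80, and in whole liver, by 1.35. The differences of the cholangiocyte, B cell and T and NK cell lists were -0.35, -0.13 and -0.25 (adjusted p = 0.160, 0.533 and 0.452). The last 2 lists lie near the floor set by the pseudocount in hepatocytes and exclude nothing. In WT hepatocytes, 14, 4, 9, 14 and 15 of the 14, 11, 12, 14 and 15 tested members have a mean of at least 1 FPKM. Carried-over cells would give such values too, so they are no evidence of expression by hepatocytes themselves, which was not tested.

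The difference of the change between the compartments also passed an adjusted p of 0.1 for 10 named genes. In hepatocytes minus whole liver, with limma's adjusted p, it was *Nnmt* 3.68 (0.0652), *Mir1957b* 3.46 (0.0622), *Upp2* 3.36 (0.00642), *Ly6d* 1.96 (0.0406), *Orm1* 1.65 (0.0814), *Il1b* -3.49 (0.0103), *Gm16567* -3.41 (0.0472), *Gm8730* -2.87 (0.000129), *Col1a2* -2.33 (0.0788) and *Pdgfra* -0.97 (0.0818). *Upp2*, *Il1b* and *Gm8730* passed with each of the 12 libraries left out, at adjusted p-values of at most 0.0242, 0.0406 and 0.00154. *Ly6d* and *Gm16567* failed only without WT whole liver replicate 1 (0.110 and 0.126). *Nnmt* failed without WT hepatocyte replicate 1 (0.109), *Cdk1* Liv-/- hepatocyte replicate 1 (0.107), *Cdk1* Liv-/- hepatocyte replicate 3 (0.108), WT whole liver replicate 1 (0.156), WT whole liver replicate 3 (0.121) and *Cdk1* Liv-/- whole liver replicate 3 (0.114), and *Mir1957b* without WT hepatocyte replicate 1 (0.103), *Cdk1* Liv-/- hepatocyte replicate 1 (0.101), *Cdk1* Liv-/- hepatocyte replicate 3 (0.101), WT whole liver replicate 1 (0.148), WT whole liver replicate 2 (0.113), *Cdk1* Liv-/- whole liver replicate 2 (0.125) and *Cdk1* Liv-/- whole liver replicate 3 (0.104). *Orm1* passed only without WT hepatocyte replicate 2 (0.0979), *Cdk1* Liv-/- hepatocyte replicate 2 (0.0582) and *Cdk1* Liv-/- whole liver replicate 2 (0.0794), *Col1a2* only without WT hepatocyte replicate 2 (0.0128), WT hepatocyte replicate 3 (0.0722) and *Cdk1* Liv-/- hepatocyte replicate 2 (0.0931), and *Pdgfra* only without WT hepatocyte replicate 2 (0.00626). Over the libraries left out the adjusted p ranged from 0.0481 to 0.156 for *Nnmt*, from 0.0243 to 0.148 for *Mir1957b*, from 0.0582 to 0.182 for *Orm1*, from 0.0128 to 0.177 for *Col1a2* and from 0.00626 to 0.184 for *Pdgfra*. These 5 genes also failed without the filter on low values and with the replicate number as a term, and *Pdgfra* also with a pseudocount of 0.1 (0.159) and with median-ratio size factors (0.126), in a range of 0.00626 to 0.184 over all alternatives.

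*Il1b* fell by 2.01 in *Cdk1* Liv-/- hepatocytes (adjusted p = 0.00159 from limma) and rose by 1.48 in whole liver (adjusted p = 0.0380), where it failed without WT whole liver replicate 1 (0.114) and WT whole liver replicate 2 (0.111). *Upp2* was nearly level in hepatocytes, at 0.026 (adjusted p = 0.966), with -0.16 without *Cdk1* Liv-/- replicate 3 and -0.050 with median-ratio size factors, and changed by -3.33 in whole liver (adjusted p = 0.000179). A response to the isolation of hepatocytes is a candidate explanation. On the log2 scale, WT hepatocytes minus WT whole liver was 1.504 for *Il1b* and -0.22 for *Upp2*. *Upp2* was at 96.4 ± 19.2 FPKM in WT hepatocytes and 111 ± 11.6 FPKM in WT whole liver (SD, n = 3 each). This argues against a response to isolation in WT for *Upp2*, while a response in *Cdk1* Liv-/- hepatocytes alone stays open. For *Il1b*, the isolation and the compartment go together in this design and cannot be told apart. Carry-over of non-parenchymal cells was not tested for *Il1b* and stays open as well. *Col1a2* and *Pdgfra* are genes of stellate cells and fibroblasts, and carry-over, as for the list of these cells (-1.36), stays open for them. For the other 6 genes no explanation was tested.

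*Xist*, a gene that the paper does not discuss, was expressed at 158.32 FPKM in whole liver *Cdk1* Liv-/- replicate 3, while the paper describes male mice only. In the other 11 libraries it was at most 0.14 FPKM. A female mouse is a candidate explanation, and both *Xist* and the Y-linked genes have the values it needs. RNA of a female mixed into a male library would leave Y-linked genes above 0, and their sum in this library was 0 FPKM, against 48.4 to 62.1 elsewhere, which argues against it. A WT library with the wrong label is argued against by 14.2 FPKM of *Cdk1* and by the 1011 genes called without this library, of which 948 (93.8%) lie nearer to the other *Cdk1* Liv-/- libraries in it. What stays open is an exchange with a *Cdk1* Liv-/- female outside the study, and how far the sex of this mouse adds to differences in whole liver, where 875 of those 1011 genes are among the 972 called with it.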

How the results depend on the processing

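The alternatives reported here were planned, except the two-sample test without a fold change threshold, the rule read from S1 Table, the 4 sets of genes tested under it, and principal components with single libraries left out, which were chosen only after the results were seen. Where a value below differs from the reported one, the cause was not tested unless it is stated.

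Over all results and alternatives, 153 values of counts and summaries stayed close to the reported value (a count within 1.5 times, another value within 1 SD) and 93 moved further. For named genes, 1858 kept their direction and their side of the threshold, 115 lost and 44 gained the threshold in the same direction, and 23 changed direction. For lists these numbers were 1066, 101, 10 and 23. Without limma's trend or with all 12 libraries in the fit, the counts of called genes changed by less than 1.5 times, most for genes lower in hepatocytes with all 12 libraries (478 in place of 377).

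The counts of called genes depend on the pseudocount. They were 730 higher and 377 lower in hepatocytes and 798 higher and 174 lower in whole liver, and with a pseudocount of 0.1 they were 1114, 647, 1370 and 280. With a pseudocount of 1, 248 were lower in hepatocytes. Without the fold change threshold the 4 counts were 2108, 1149, 6610 and 1310, since fewer conditions apply, and at an adjusted p of at most 0.05 212 genes were lower in hepatocytes, since the threshold is stricter. Without the filter on low values, where more genes are tested, 165 were lower in hepatocytes, and 237 and 678 had a higher and a lower change in hepatocytes than in whole liver, in place of 409 and 1303. With median-ratio size factors 513 were higher in whole liver, and 548 had a higher and 492 a lower change in hepatocytes. With the two-sample test and q-values 127 were lower in hepatocytes at a pseudocount of 0.5, and at 0.1 212 were, with 1400 higher and 289 lower in whole liver. At a pseudocount of 0.5 and without a fold change threshold, chosen after seeing the data, it gave 1354 higher and 585 lower in hepatocytes and 8146 higher and 1806 lower in whole liver. The cause was not tested.

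In a fit with the replicate block, 197 genes were lower in hepatocytes, and 201 and 455 had a higher and a lower change there than in whole liver. Camera with the replicate block placed the neutrophil list lower in hepatocytes (median -0.22) and the stellate cell list lower in whole liver, though its median was 0.14. The replicate numbers do not pair the libraries, so the block removes degrees of freedom.

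The rule read from S1 Table, chosen after seeing the data, gave 438, 166, 468 and 92 genes (higher and lower in hepatocytes, higher and lower in whole liver). Over genes above 0 in at least 3, 2 and 1 libraries it gave 284, 56, 335 and 51, 179, 34, 254 and 33, and 138, 25, 213 and 27. Over genes with spread in both compartments it gave 361, 82, 403 and 66. The test and the thresholds are those of the rule, and the q-values change with the genes tested.

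With single libraries left out, the ranges were 638 to 711 and 168 to 592 genes higher and lower in hepatocytes, and 715 to 928 and 161 to 200 in whole liver. For a higher and a lower change in hepatocytes than in whole liver they were 35 to 487 and 43 to 2232. The counts that moved by more than 1.5 times were the lower one in hepatocytes without WT hepatocyte replicates 1 and 2 (168 and 592) and *Cdk1* Liv-/- hepatocyte replicates 1, 2 and 3 (250, 200 and 175), that of a higher change in hepatocytes without WT hepatocyte replicate 3 (225), WT whole liver replicates 1, 2 and 3 (35, 113 and 171) and *Cdk1* Liv-/- whole liver replicates 2 and 3 (149 and 219), and that of a lower change there without WT hepatocyte replicates 1, 2 and 3 (633, 2232 and 693), *Cdk1* Liv-/- hepatocyte replicates 1 and 3 (801 and 572), WT whole liver replicates 1, 2 and 3 (43, 280 and 330) and *Cdk1* Liv-/- whole liver replicates 2 and 3 (266 and 523). Across genes, Pearson's correlation of the log2 fold changes ranged from 0.501, without WT hepatocyte replicate 2, to 0.636, without WT hepatocyte replicate 3, and Spearman's from 0.328 to 0.478, without the same libraries. The first component held 32.7% without *Cdk1* Liv-/- whole liver replicate 2 to 36.2% without *Cdk1* Liv-/- hepatocyte replicate 2, and the second 24.4% without *Cdk1* Liv-/- hepatocyte replicate 2 to 27.7% without WT hepatocyte replicate 1. With genes centred only the components held 36.8% and 33.3%, and with a mean FPKM of at least 1 35.2% and 28.6%.

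None of the named genes that changed direction passed an adjusted p of 0.1 with the reported setting or with the one that changed its direction. With a pseudocount of 0.1, *Col1a1* in hepatocytes was 0.011, also with the two-sample test (0.011) and the rule read from S1 Table (0.011), and the differences between compartments were -0.28 for *Gm21857*, 0.28 for *Tgfb2* and 0.31 for *Timp1*. With FPKM rescaled to the same sum in every library, *Gm21857* was at -0.029. With median-ratio size factors, *Pdgfra* and *Upp2* in hepatocytes were -0.0050 and -0.050. With single libraries left out, *Col1a1* in hepatocytes ranged from -0.69 (without WT replicate 2) to 0.75 (without WT replicate 3), *Pdgfra* from -0.24 to 0.20 (without the same libraries), *Upp2* from -0.16 to 0.36 (without *Cdk1* Liv-/- replicates 3 and 2), and the difference for *Gm21857* from -0.32 to 0.45 (without *Cdk1* Liv-/- hepatocyte replicates 3 and 1). The cause was not tested.

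The lists depend most on the correlation between genes. With the estimated correlation, 0 lists passed in hepatocytes, 2 in whole liver and 0 for the difference, and under fry 11 passed in hepatocytes and 10 for the difference, with reported counts of 18, 20 and 21. The cause was not tested. Lists whose direction changed did not pass in either direction, except the S phase list in whole liver, which fry placed higher (median 0.19, adjusted p = 0.0646). Fry also gave another direction than camera for the endothelial list in whole liver (median 0.062) and the difference of the B cell list (median -0.13). That difference was -0.70 with a pseudocount of 0.1. With a mean FPKM of at least 1, the direction changed for it (median -0.48), for cytokines (0.040), monocytes (-0.060) and neutrophils (-0.24) in hepatocytes and for stellate cells in whole liver (0.14). With single libraries left out, medians in hepatocytes ranged from -0.079 to 0.27 for monocytes and from -0.52 to 0.22 for neutrophils (without WT replicates 2 and 3), and from -0.021 to 0.24 for pericentral hepatocytes (without WT replicates 3 and 1). In whole liver they ranged from 0.12 to 0.32 for stellate cells (without WT replicate 1 and *Cdk1* Liv-/- replicate 2) and from 0.13 to 0.24 for the S phase list (without WT replicates 3 and 2). The difference for B cells ranged from -0.24 to 0.11 (without *Cdk1* Liv-/- whole liver replicates 1 and 2).

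DESeq2, named as an alternative in advance, was not run, because the table holds no counts. Depth limits genes near the filter most. With 34.9 to 49.9 reads for 1 FPKM on 1 kb of transcript, a value near 0.1 FPKM rests on few reads, and for such genes the fold change is set mostly by the pseudocount.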

Differences from the paper's values

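The settings that read a rule from S1 Table and the two-sample test without a fold change threshold were chosen only after the results were seen, and all other settings in this part were planned.

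In hepatocytes, 730 in place of the paper's 341 genes were higher and 377 in place of the paper's 74 lower, and in whole liver 798 in place of the paper's 392 were higher and 174 in place of the paper's 59 lower. Of the alternatives set before the data were examined, none brought a hepatocyte count or the lower count in whole liver to within 1.5 times of the paper's. For the higher count in whole liver, a pseudocount of 1 did (561) and median-ratio size factors did (513), and no other did. The paper's methods name a two-sample test with q-values of at most 0.1 on FPKM plus 0.5, and no fold change threshold. That test, chosen in this form after seeing the values, gave 1354 higher and 585 lower genes in hepatocytes and 8146 and 1806 in whole liver. With a log2 fold change of at least 1 as well it gave 529, 127, 802 and 176.

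The rule read from S1 Table, chosen after seeing the values, came closer for all 4 counts. It was within 1.5 times of the paper's for the higher ones, with 438 in hepatocytes and 468 in whole liver, but not for the lower ones, with 166 and 92, and it drops 2 in hepatocytes and 2 in whole liver of the genes that the paper calls. Over genes with spread in both compartments, also chosen after seeing the values, it came close for all 4 counts, with 361, 82, 403 and 66, and drops 2 in hepatocytes and 2 in whole liver of the paper's calls. Over genes above 0 in at least 3 libraries, chosen after seeing the values, the counts were also close, at 284, 56, 335 and 51, while 75 in hepatocytes and 65 in whole liver of the paper's calls are dropped. Over genes above 0 in at least 2 libraries or 1, chosen after seeing the values, the counts fell to 179, 34, 254 and 33, and to 138, 25, 213 and 27, which differ from the paper's, with 202 in hepatocytes and 164 in whole liver, and 252 in hepatocytes and 211 in whole liver of its calls dropped.

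Log2 fold changes of 4 genes differ from those in S1 Table. The settings named for each are those of the ones set before the data were examined that close the gap to within the spread of the replicates, limma and the two-sample test being the tests at a pseudocount of 0.1, and under all others the value still differs. That spread is the one from all 3 libraries per group throughout. Without WT whole liver replicate 1, *Ccl2* and *Bbc3* in whole liver hardly move and come only just within it. For *Ccl2* in hepatocytes the value was 2.21 against the paper's 2.85, and 2.85 with a pseudocount of 0.1 under either test, or without WT hepatocyte replicate 3 (2.47). In whole liver it was 3.20 against the paper's 3.59, and 3.59 with a pseudocount of 0.1 under either test, with FPKM rescaled to the same sum in every library (3.37), without WT whole liver replicate 1 (3.26) and without *Cdk1* Liv-/- whole liver replicate 3 (3.47). The value of *Timp1* in hepatocytes was 4.09 against the paper's 5.71, and 5.71 with a pseudocount of 0.1 under either test, and in whole liver 4.62 against the paper's 5.4, and 5.399 with a pseudocount of 0.1 under either test. For *Bbc3* in hepatocytes it was 2.14 against the paper's 2.51, and 2.51 with a pseudocount of 0.1 under either test, with FPKM rescaled to the same sum in every library (2.29), without WT hepatocyte replicate 3 (2.33) and without *Cdk1* Liv-/- hepatocyte replicate 1 (2.32), and in whole liver 1.45 against the paper's 1.62, and 1.62 with a pseudocount of 0.1 under either test, with FPKM rescaled to the same sum in every library (1.54), without WT whole liver replicate 1 (1.46), without WT whole liver replicate 3 (1.46) and without *Cdk1* Liv-/- whole liver replicate 3 (1.59). *Col1a1* in hepatocytes differs in sign, at -0.061 against the paper's 0.01. It was above 0 with a pseudocount of 0.1 under either test (0.011) and without WT hepatocyte replicate 3 (0.75) or *Cdk1* Liv-/- hepatocyte replicate 1 (0.033), and below 0 under all others.

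The call of *Il1rn* in hepatocytes differs from the paper, which gives it as increased there. It was at 1.10 (adjusted p = 0.176 from limma), called only in the fit with the replicate block (0.0612), and was called in whole liver (1.63). In whole liver, *Tgfb2* rose by 0.77 (adjusted p = 0.00269) and *Cxcl12* changed by -0.53 (adjusted p = 0.0279), in the directions the paper gives. Both are short of the fold change threshold used here, which the paper's methods do not name, and both were called without it, by limma and by the two-sample test (q-values 0.00765 and 0.0398, chosen after seeing the values). *Tgfb2* was also called with a pseudocount of 0.1, under limma and under the two-sample test, at 1.17. *Ccl2*, *Cxcl10* and *Timp1* were called as higher in both compartments, and *Col1a1*, *Col1a2* and *Pdgfra* in whole liver, as in the paper's text.

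Among the named genes whose marks were read from S1 Table, the marks differ from the calls here for *Ccl2* and *Plk1*. Marked genes have a mean of at least 5.04 FPKM in the higher group in hepatocytes and 5.01 FPKM in whole liver. *Pdgfra* in whole liver (3.58 FPKM) and *Il1b* in hepatocytes (4.35 FPKM) and whole liver (4.75 FPKM) were called here below these means. The rule read from S1 Table did not call them. *Ccl2* in hepatocytes has no mark there (q = 0.0959) and was called here, at 2.21 (adjusted p = 0.0126 from limma), but not by the rule read from S1 Table, chosen after seeing the values. *Plk1* has no mark in hepatocytes (q = 0.145) and was called here, at 1.28 (adjusted p = 0.0642), but not without WT hepatocyte replicate 1 (0.168), WT hepatocyte replicate 2 (0.147), *Cdk1* Liv-/- hepatocyte replicate 1 (0.159) and *Cdk1* Liv-/- hepatocyte replicate 2 (0.152), without the filter on low values (0.154), with the replicate block (0.156), at an adjusted p of at most 0.05 or with the two-sample test at a pseudocount of 0.5 (0.141) or 0.1 (0.139), in a range of 0.00749 to 0.168. In whole liver S1 Table marks *Plk1* as higher (q = 0.0672), while here it was short of the fold change threshold, at 0.98 (adjusted p = 0.00650). It passed with a pseudocount of 0.1 (1.03), with FPKM rescaled to the same sum in every library (1.03), without a fold change threshold, and without WT whole liver replicate 1 (1.02), WT whole liver replicate 2 (1.01), *Cdk1* Liv-/- whole liver replicate 1 (1.02) and *Cdk1* Liv-/- whole liver replicate 2 (1.07). *Bcl2l11*, which the paper gives as increased in isolated hepatocytes by qPCR, has the other sign in the RNA-seq values, at -0.42 (adjusted p = 0.288, in a range of 0.152 to 0.534), and was not above 0 under any alternative.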

Other observations

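The limma tests of named genes, the camera and fry tests of the cell type and pathway lists and the test of genes near *Cdk1* on chromosome 10 were planned. The tests of neighbouring genes, of the source of the remaining *Cdk1*, of interferon, of length and expression bias, of the scaling, of depth and of other splits, and the look at hypoxia genes, were chosen only after the results were seen.

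The paper measures *Cdkn1a*, *Bbc3* and *Bcl2l11* by qPCR. Their RNA-seq values are given here. *Cdkn1a* went from 24.7 ± 5.01 to 51.2 ± 6.92 FPKM (SD, n = 3 each) in hepatocytes, a log2 fold change of 1.05 (adjusted p = 0.0147 from limma). It was short of the fold change threshold without WT replicate 1 (0.94), WT replicate 2 (0.996) or *Cdk1* Liv-/- replicate 1 (0.94) and with median-ratio size factors (0.97). In whole liver it went from 11.2 ± 5.89 to 47.9 ± 8.52 FPKM (SD, n = 3 each), by 2.14 (adjusted p = 0.00875). *Bbc3* went from 1.02 ± 0.376 to 6.20 ± 1.40 FPKM (SD, n = 3 each) in hepatocytes, by 2.14 (adjusted p = 0.00593), and from 1.94 ± 0.0866 to 6.22 ± 1.10 FPKM (SD, n = 3 each) in whole liver, by 1.45 (adjusted p = 0.00198). *Bcl2l11*, which the paper gives as increased in hepatocytes, did not pass, at -0.42 there (adjusted p = 0.288), of the other sign, and 0.32 in whole liver (adjusted p = 0.386). The difference between compartments did not pass for *Cdkn1a* (-1.10, adjusted p = 0.138, and 0.0611 without WT whole liver replicate 3, in a range of 0.0611 to 0.278), *Bbc3* (0.69, 0.178) or *Bcl2l11* (-0.73, 0.249).

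For lists of cell types, the medians of the log2 fold change follow with camera's adjusted p. In hepatocytes they were -0.26 (0.0996) for hepatocyte identity, 0.26 (0.686) for fetal liver hepatocytes, -0.12 (0.309) for periportal and 0.14 (0.805) for pericentral hepatocytes, -1.09 (2.94e-06) for Kupffer cells and macrophages, 0.13 (0.776) for monocytes, -0.22 (0.833) for neutrophils, -1.18 (1.2e-05) for stellate cells and fibroblasts, -1.66 (9.91e-10) for endothelial cells, 0.80 (0.000126) for cholangiocytes, -0.94 (0.000904) for erythroid cells, -0.41 (0.000921) for B cells and -0.40 (0.000126) for T and NK cells. The neutrophil list has a mean of 0.51, of the other sign than its median. Of those past 0.1, the endothelial, cholangiocyte and T and NK cell lists also passed under fry. The hepatocyte identity list did not pass without WT hepatocyte replicate 2 (0.386) and *Cdk1* Liv-/- hepatocyte replicate 2 (0.350), with a pseudocount of 0.1 (0.129), FPKM rescaled to the same sum (0.105) or median-ratio size factors (0.125), in a range of 0.0341 to 0.680. The periportal list passed without *Cdk1* Liv-/- hepatocyte replicate 1 (-0.36, adjusted p = 0.0895, in a range of 0.0895 to 0.747), and its median was 0.043 without *Cdk1* Liv-/- hepatocyte replicate 2.

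In whole liver the median of all genes was 0.18, and the medians of the lists, before subtracting it, were -0.44 (4.59e-10) for hepatocyte identity, 0.49 (0.422) for fetal liver hepatocytes, -0.46 (0.000676) for periportal and -0.41 (0.000721) for pericentral hepatocytes, 0.23 (0.724) for Kupffer cells and macrophages, 1.17 (0.00161) for monocytes, 1.39 (0.0165) for neutrophils, 0.14 (0.879) for stellate cells and fibroblasts, 0.062 (0.150) for endothelial cells, 1.35 (0.0109) for cholangiocytes, 0.20 (0.0541) for erythroid cells, -0.38 (1.84e-05) for B cells and -0.16 (0.00223) for T and NK cells. The Kupffer cell list, at 0.053 relative to all genes, concerns the macrophages that the paper counts by staining and gives as similar in number at P14. Camera placed the endothelial and erythroid lists lower, though their medians lie above 0, and the mean of the erythroid list is -0.047. With median-ratio size factors the medians of the stellate cell and endothelial lists were -0.074 and -0.15. The pericentral median was -0.0050 without *Cdk1* Liv-/- replicate 2. The endothelial list passed as lower without WT whole liver replicate 1 (0.0126) and *Cdk1* Liv-/- whole liver replicate 2 (0.0172), in a range of 0.0126 to 0.822. The erythroid list did not pass without WT whole liver replicate 3 (0.521) and *Cdk1* Liv-/- whole liver replicate 1 (0.379) or with median-ratio size factors (0.425), in a range of 0.00324 to 0.752. Under fry the fetal liver and stellate cell lists also passed (adjusted p = 0.0187 and 0.00328), while the periportal (0.135), pericentral (0.456), erythroid (0.752) and T and NK cell lists (0.384) did not.

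The difference between compartments did not pass for the fetal liver list (median -0.54, adjusted p = 0.314). For the cholangiocyte list it passed with a pseudocount of 1 (0.0724) and without *Cdk1* Liv-/- whole liver replicate 2 (-0.66, adjusted p = 0.000836, in a range of 0.000836 to 0.858). For the B cell list it passed without WT hepatocyte replicate 3 (0.096, adjusted p = 0.0873, in a range of 0.0873 to 0.889). For the tricarboxylic acid cycle it passed camera (median 0.076, adjusted p = 0.00160) and not fry (0.235).

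Genes called in the same direction in both compartments were tested for the strain of the mice. DNA of another strain linked to the floxed *Cdk1* allele predicts more such genes near *Cdk1*. Within 20 Mb of it, 7 of 345 tested genes were called, and elsewhere 443 of 17041, an odds ratio of 0.776 (95% confidence interval 0.308 to 1.63, Fisher's exact p = 0.61), which argues against a large excess there. Strain or copy-number differences at a few places of the genome predict that called genes lie together. Of 444 such genes with a position in GENCODE M21, 220 had another one called in the same direction within 1 Mb. Random sets of tested genes had a mean of 156 and at most 199 in 2000 draws. The largest groups, named after their values were seen, were 14 lower predicted genes around *Gm14440* on chromosome 2, 6 higher genes with *H2-Q6* and *H2-Q7* on chromosome 17, 6 higher genes with *Slpi* on chromosome 2 and 5 lower genes with *Sult2a1* on chromosome 7. This count is consistent with such differences, but genes of a family that are regulated together, and reads shared between paralogs, predict the same and stay open. A difference of strain also stays open for *Gm21742* and *Gm21857*, which were at or near 0 in the *Cdk1* Liv-/- libraries of both compartments. The design gives no strain, so no biological explanation was tested.

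*Cdk1* remains in *Cdk1* Liv-/- hepatocytes, at 37.1% of the WT mean, and at 54.5% in whole liver. If RNA of non-parenchymal cells were its whole source, *Cdk1* would lie as far below *Cdk1* Liv-/- whole liver as the markers of those cells. It lay at -0.43 (SD 0.40) on the log2 scale, while the 8 lists lay from -0.87 to -2.38, which argues against the listed cell types as the whole source. Transcripts of the deleted allele that lack exon 3 may still be counted. From these values the 37.1% cannot be told apart from expression in cells that escaped the deletion, since values per exon would be needed. At P14 the paper reports hepatocytes without staining for exon 3 of *Cdk1*, hardly any *Cdk1* by qPCR, and no detectable CDK1 protein. Those reports speak against many escaped hepatocytes, but they come from other assays and not from these libraries. For these libraries the deletion itself, over cells and over time to P14, stays open as the biological explanation.

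A list of 24 hypoxia genes deviated from its group mean most in *Cdk1* Liv-/- whole liver replicate 2, by 0.43 on the log2 scale, and in whole liver *Cdk1* Liv-/- replicates 1 and 3 by -0.25 and -0.18. How the tissue was taken was not tested and stays open, and no biological explanation was tested.

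In whole liver *Cdk1* Liv-/- replicate 1, interferon-inducible genes were high. A list of 18 genes of the interferon-gamma response deviated from its group mean by 1.24 on the log2 scale, above all 10000 random lists matched on expression, against -0.67 and -0.57 in replicates 2 and 3. A list of 14 genes of the type I response deviated by 0.75. This is consistent with an interferon-gamma response in that mouse. Because the genes were noticed in this library first, the test is weak, and the type I response, an infection or a difference in library preparation stay open as untested. Of the list, 2 genes are also on that of cytokines and chemokines. *Cxcl10* stayed called in whole liver without this library.

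Oxidative phosphorylation genes fell in both compartments. A bias with transcript length and expression predicts that random lists matched on both fall by as much. Among 10000 such lists, the mean of the list lay at percentile 0.62 in hepatocytes (-0.21, with a mean of -0.056 for the random lists) and below all of them in whole liver (-0.27, with the lowest random list at -0.19), which argues against it. The genotype stays open as the biological explanation, in *Cdk1* Liv-/- hepatocytes only under camera.

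More genes were called higher than lower in whole liver. In the *Cdk1* Liv-/- libraries *Alb* takes 6.42% to 7.03% of all FPKM, against 8.17% to 8.82% in WT, and a few genes taking less of the FPKM would raise all others. With median-ratio size factors, 67.9% of the calls were still higher, in place of 82.1%, which argues against this as the whole cause, though part of the excess depends on the scaling. Depth was higher in the *Cdk1* Liv-/- whole liver libraries. With only genes of a mean FPKM of at least 1, 81.2% of the calls were higher (650 and 150 genes), which argues against depth, acting through weakly expressed genes, as the whole cause. A change with the genotype stays open as the biological explanation.

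Other splits of the 6 libraries of a compartment into 3 and 3 were counted, 10 in each with the real one. As many called genes were reached in 1 split in hepatocytes and 1 in whole liver, the real one in both cases, and the other splits gave at most 1 and 2 genes. As many lists were reached in 2 splits in hepatocytes, the real one included, and in 1 in whole liver. A count over 10 splits cannot exclude chance, whatever the data. Apart from it, the libraries of the genotypes did not overlap for 34% of all tested genes in hepatocytes and 52.1% in whole liver, where chance gives 10% for a gene. Since genes vary together, these shares alone do not exclude chance either. The limma tests of single genes do not rest on these counts. They called 1107 genes in hepatocytes and 972 in whole liver, at an adjusted p of at most 0.1. The adjustment is meant to limit the share of false calls among them. In the simulated data 2 and 4 unchanged genes passed, but only 200 genes were changed there. The number of unchanged genes that pass grows with the number of genes called, so 2 and 4 do not carry over. How many of the called genes are due to chance stays open, as it does for the number of lists.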
